# The transcription factor Slug represses p16^Ink4a^ and regulates murine muscle stem cell aging

**DOI:** 10.1038/s41467-019-10479-4

**Published:** 2019-06-12

**Authors:** Pei Zhu, Chunping Zhang, Yongxing Gao, Furen Wu, Yalu Zhou, Wen-Shu Wu

**Keywords:** Senescence, Muscle stem cells

## Abstract

Activation of the p16^Ink4a^-associated senescence pathway during aging breaks muscle homeostasis and causes degenerative muscle disease by irreversibly dampening satellite cell (SC) self-renewal capacity. Here, we report that the zinc-finger transcription factor *Slug* is highly expressed in quiescent SCs of mice and functions as a direct transcriptional repressor of *p16*^*Ink4a*^. Loss of *Slug* promotes derepression of p16^Ink4a^ in SCs and accelerates the entry of SCs into a fully senescent state upon damage-induced stress. *p16*^*Ink4a*^ depletion partially rescues defects in *Slug*-deficient SCs. Furthermore, reduced *Slug* expression is accompanied by p16^Ink4a^ accumulation in aged SCs. *Slug* overexpression ameliorates aged muscle regeneration by enhancing SC self-renewal through active repression of *p16*^*Ink4a*^ transcription. Our results identify a cell-autonomous mechanism underlying functional defects of SCs at advanced age. As p16^Ink4a^ dysregulation is the chief cause for regenerative defects of human geriatric SCs, these findings highlight *Slug* as a potential therapeutic target for aging-associated degenerative muscle disease.

## Abstract (web summary)

Muscle regeneration depends on self-renewal of muscle stem cells but how this is regulated on aging is unclear. Here, the authors identify Slug as regulating *p16*^*Ink4a*^ in quiescent muscle stem cells, and when Slug expression reduces in aged stem cells, p16^Ink4a^ accumulates, causing regenerative defects.

## Introduction

Skeletal muscle is a homeostatic tissue that is capable of making up turnover caused by daily wear-and-tear as well as regenerating upon damage. However, such homeostasis declines with aging. Sarcopenia, featured with progressive loss of muscle mass and strength, is one of the most common health issues for individuals at advanced age^1^. Therefore, determining the mechanisms that underlie skeletal muscle aging becomes essential for clinical therapy for the degenerative muscle disease of this kind.

To date, the key factors determining aging-associated decline of muscle regenerative capacity has remained open to debate. It is believed that proper muscle regeneration necessitates optimal extrinsic environmental supplies. Direct evidence supporting this viewpoint came from a whole muscle grafting experiment demonstrating that the regenerative ability of young and old muscles depended mainly on the age of the host^2^. More recent findings of increasing fibroblast growth factor (FGF) signaling in aged muscle fiber^3^, as well as the circulating protein growth differentiation factor 11 as a rejuvenating factor for aged skeletal muscle^4^ further highlighted the importance of local and systemic environment in muscle aging, respectively. In contrast, muscle stem cells (MuSCs) purified from aged mice show a substantial decline in the number of MuSCs that engraft and regenerate in recipient muscle^5–7^, shedding light on the role of stem cell intrinsic changes in regulation of muscle aging. Indeed, restoring the disordered signaling pathway, such as p38 MAPK^6^, in aged MuSCs rejuvenate MuSC function and muscle regeneration in old mice.

Regardless of extrinsic environment or cell-autonomous mechanisms, aging-associated changes lead to stem cell exhaustion in the elderly. Pax7-expressing satellite cells (SCs) function as a necessary stem cell population responsible for growth, maintenance, and regeneration of skeletal muscle^8,9^. Cellular senescence is an important cause of stem cell exhaustion with aging in multiple tissues. Telomere shortening, nontelomeric DNA damage and derepression of the *INK4/ARF* locus are all able to induce senescence^10–12^. Notably, derepression of *p16*^*Ink4a*^ switches geriatric SCs from reversible quiescence into senescence, leading to incompetency of activation on muscle injury even in a youthful environment^5^. However, those cell intrinsic components regulating *p16*^*Ink4a*^ expression in SCs remain largely unknown.

In this study, we establish *Slug*, a member of zinc-finger transcription factor in the Slug/Snail superfamily, as a transcriptional repressor of *p16*^*Ink4a*^ in SCs. Akin to mice with aging, loss of *Slug* endows adult SCs features of pre-senescence by largely inducing *p16*^*Ink4a*^ expression, triggering apparent regenerative defects during serial muscle damage. Importantly, reduced *Slug* and elevated *p16*^*Ink4a*^ expressions in SCs simultaneously occur with chronological aging. Restoration of *Slug* expression is capable of rejuvenating aged SC functions. Our results highlight *Slug* as a key target for aging-associated degenerative muscle disease.

## Results

### *Slug* deletion causes a defect in muscle regeneration

The transcription factor *Slug* is expressed in a variety of normal tissues in the adult mouse^13^, indicating its important roles in development. In agreement with this notion, *Slug* knockout mice showed numerous abnormalities such as smaller body size and weight (Supplementary Fig. 1a,b). Since skeletal muscle accounts for ~40% of adult body weight^9^, we examined if the reduced body weight in *Slug*-deficient mice is due to a reduction of muscle mass. Hindlimb muscles of adult *Slug*-mutant mice were reduced by 21–36% in weight (Supplementary Fig. 1c). To some extent, the lost muscle mass was caused by reduction in myofiber size in *Slug*-deficient mice (Supplementary Fig. 1d, e and Fig. 1e). However, when normalized to body weight, none of the relative weights of these muscles were affected by the absence of *Slug* (Supplementary Fig. 1f). Changes in muscle mass may be resulted from changes in protein or cell turnover^14^. The latter reflects the balance between myonuclear accretion and loss. Proliferation and fusion of SCs increases the number of myonuclei within the muscle fibers. Therefore, we determined the effect of *Slug* deficiency on MuSC maintenance. Unexpectedly, *Slug*-deficient mice had even slightly higher fraction of SCs in non-lineage cell subpopulation (Fig. 1a). The total yield of SCs calculated as per milligram of harvested hindlimb muscle was also increased in *Slug* knockout mice (Fig. 1b). Such *Slug* ablation-induced increases in MuSC frequency and number were further confirmed by staining of Pax7^+^ nuclei on freshly prepared TA muscle cryosections (Fig. 1c, d).

**Fig. 1:**
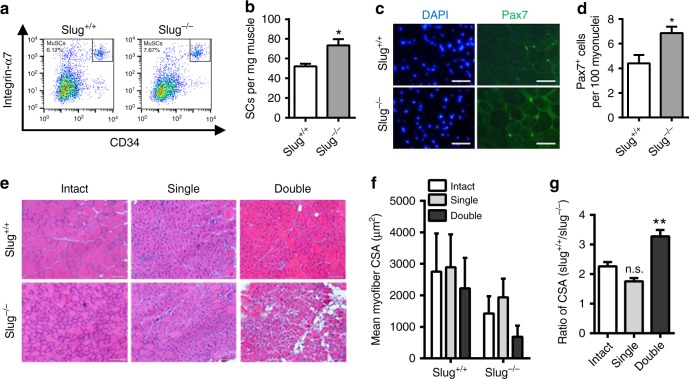
*Slug* deficiency repairs regenerative capacity of SCs during serial muscle damage. **a** Representative flow cytometric analysis of the frequency of SCs (CD45^−^/CD11b^−^/CD31^−^/Sca1^−^/Integrin-α7^+^/CD34^+^) subpopulation in *Slug*^*+/+*^ and *Slug*^*−/−*^ mice. **b** Yield of SCs per milligram (mg) of muscle from *Slug*^*+/+*^ and *Slug*^*−/−*^ mice (*n* = 6 mice per group). *p < 0.05 by student’s *t*-test. **c** Representative IHC images of Pax7^+^ SCs within the intact tibialis anterior (TA) muscles of *Slug*^*+/+*^ and *Slug*^*−/−*^ mice. DAPI was used as nuclear counterstaining. Scale bar, 100 μm. **d** Quantification of Pax7^+^ SC numbers in **c**. *p < 0.05 by student’s *t*-test. **e** H&E staining of the intact and injured TA muscles in *Slug*^*+/+*^ and *Slug*^*−/−*^ mice (*n* = 5 mice per group). For single injury, TA muscles were harvested at day 10 after BaCl_2_ injection. For double injury, mice were recovered for 1 month after the first BaCl_2_ injection at TA muscles. A second BaCl_2_ injection was administered thereafter. TA muscles were harvested 10 days after the second BaCl_2_ injection. Scale bar, 100 μm. **f** Quantification of the mean myofiber cross-sectional area (CSA, μm^2^) of the intact and BaCl_2_-injured TA muscles of *Slug*^*+/+*^ and *Slug*^*−/−*^ mice. **g** Ratio of myofiber CSA in the intact and BaCl_2_-injured TA muscles between *Slug*^*+/+*^ and *Slug*^*−/−*^ mice. **p < 0.01 by student’s *t*-test (n.s., not significant). All these experiments were independently repeated three times with similar results. Data are presented as mean ± SEM. Also see Supplementary Fig. 1. Source data are provided as a Source Data file

SCs is essential for the maintenance and regeneration of skeletal muscle. Thus, we determined how *Slug* null-induced increase of SCs affects muscle regeneration upon injury. H&E staining showed that *Slug*-deficient muscles regenerated as well as that of wild-types after a single injury (Fig. 1e–g). Strikingly, upon second injury, *Slug*-deficient muscles exhibited severely impaired regeneration when compared with wild-type counterparts (Fig. 1e–g). Collectively, these data demonstrated that Slug is essential for efficient muscle repair during continuous muscle regeneration, suggesting a key role of *Slug* in regulation of SC function.

### SC-specific *Slug* loss impairs skeletal muscle regeneration

Skeletal muscle regeneration is a highly coordinated process involving the activation of various cellular and molecular responses^15^. We first decided to examine the expression pattern of *Slug* in SCs in view of their critical role in muscle regeneration. By comparing with several other muscle resident cell types including fibro-adipogenic progenitors (FAPs), pan-lymphocytes (LCs), and epithelial cells (ECs), in which the role of *Slug* is well characterized, we found that *Slug* is most highly expressed in quiescent SCs (Fig. 2a), and its expression was slightly reduced in activated SCs and markedly decreased after SCs were differentiated into myotubes (Fig. 2b).

**Fig. 2:**
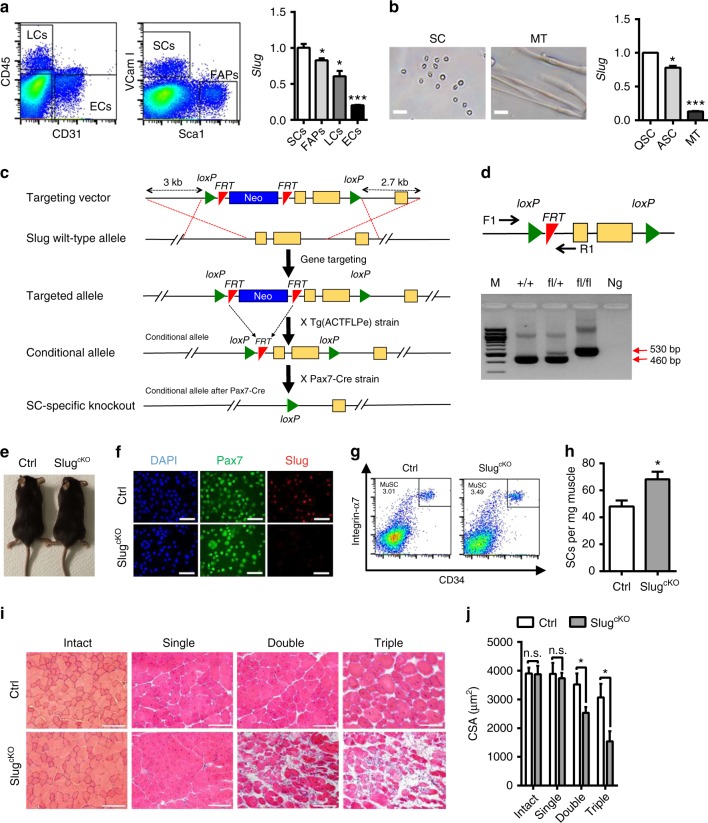
SC-specific Loss of *Slug* Impairs Muscle Regeneration. **a** *Slug* expression in different muscle resident cells. Left, representative flow cytometric gating of SCs (CD31^−^CD45^−^Scal1^−^Vcam I^+^), pan-lymphocytes (LCs, CD45^+^), epithelial cells (ECs, CD31^+^), and fibro-adipogenic progenitors (FAPs, CD31^−^CD45^−^Scal1^+^) from freshly prepared skeletal muscle cells. Right, qPCR analysis of *Slug* expression. *p < 0.05, **p < 0.01, ***p < 0.001 by student’s *t*-test. **b** Quantification of *Slug* expression in undifferentiated and differentiated SCs. Left, representative images of SCs and myotubes. Scale bar, 100 µm. Right, qPCR analysis of *Slug* expression. *p < 0.05, ***p < 0.001 by student’s *t*-test. QSC, quiescent satellite cell; ASC, activated satellite cells upon culture in growth medium for 3 days; MT, myotube. **c** Gene targeting strategy for generation of SC-specific *Slug* knockout mice. **d** Diagram of *Slug*-specific primer design for genotyping PCR. M. DNA marker; Ng negative control for PCR. **e** Comparison of adult *Slug*^*fl/fl*^*Pax7*^*Cre/+*^ (*Slug*^*cKO*^) and *Slug*^*fl/+*^*Pax7*^*Cre/+*^ (Ctrl). **f** Immunofluorescence staining of Slug in SCs of *Slug*^*cKO*^ and Ctrl mice (n = 3 mice). Scale bar, 100 µm. **g** Frequency of SCs in *Slug*^*cKO*^ and Ctrl mice. Similar results were seen from three independent flow cytometric analyses. **h** Yield of SCs per mg of muscle from Ctrl and *Slug*^*cKO*^ mice (*n* = 3 mice for each genotype). *p < 0.05 by student’s *t*-test. **i** H&E staining of intact and injured TA muscles in *Slug*^*cKO*^ and Ctrl mice (*n* = 5 mice per group). For single injury, TA muscles were harvested at day 10 after BaCl_2_ injection. For consecutive injury, mice with primary injury were recovered for 1 month followed by a second BaCl_2_ injection at the same sites. TA muscles were harvested 10 days after each injury. Scale bar, 100 μm. The experiment was repeated independently for three times with similar results. **j** Quantification of the myofiber CSA (µm^2^) shown in **i**. *p < 0.05 by student’s *t*-test (n.s., not significant). Data are shown as mean ± SEM of three independent replicates. Also see Supplementary Fig. 2 and 3. Source data are provided as a Source Data file

To determine whether the impaired muscle regeneration in global *Slug* knockout mice is a SC-driven defect, we generated SC-specific *Slug* knockout mouse line using the Cre/loxP system (Fig. 2a–d and Supplementary Fig. 2). Unlike the global *Slug* knockout mice, *Slug*^*fl/fl*^*Pax7*^*Cre/+*^ (designated as *Slug*^*cKO*^) mice showed no apparent differences with the control animals (*Slug*^*fl/+*^*/Pax7*^*Cre/+*^) in body size and weight (Fig. 2e). Furthermore, SCs from Ctrl but not *Slug*^*cKO*^ mice displayed positive-staining for Slug protein, indicating that *Slug* is efficiently deleted in SCs in *Slug*^*cKO*^ mice (Fig. 2f).

Next, we investigated the effect of SC-specific *Slug* deletion on the maintenance and regenerative capacity of SCs. Consistently, both the overall frequency and total yield of SCs calculated as per milligram of muscles were increased in *Slug*^*cKO*^ mice (Fig. 2g, h). Although individual myofiber diameters of the intact TA and cross-sectional area of TA on day 10 post single BaCl_2_ injury were not different between Ctrl and mutant littermates, more severely compromised muscle regeneration with a large increase of both necrotic fibers and fibrotic tissue was observed in *Slug*^*cKO*^ mice administered with double and triple muscle damages (Fig. 2i, j). The impaired secondary but not primary muscle regeneration was also detected in *Slug*^*fl/fl*^*Pax7*^*CreER*^ mice, in which *Slug* was deleted specifically in adult SCs by administering tamoxifen prior to muscle injury (Supplementary Fig. 3). Taken together, these results demonstrated that the presence of *Slug* in SCs is essential for SC-driven skeletal muscle regeneration, and *Slug* regulates muscle regeneration via its SC-specific function.

### *Slug*-null SCs fail to replenish SC pool after activation

Maintaining SC pool size is crucial for constant muscle turnover/injuries and ongoing repair^16^. We showed that muscle regeneration after first injury was normal, indicating that *Slug*-deleted SCs in intact muscles were functional in terms of activation and differentiation upon injury. Indeed, primary *Slug*^−/−^ SCs showed robust potential for differentiation upon *in vitro* induction and *in vivo* transplantation (Supplementary Fig. 4). However, the consequent regeneration became severely compromised in the absence of *Slug* (Figs. 1e, 2i and Supplementary Fig. 3e). These results prompted the question whether *Slug*-deficient SCs were capable of self-renewing and replenishing the stem cell pool after activation. *Slug*^*cKO*^ displayed a sharp decrease in SC number of regenerated TA muscle when compared with Ctrl littermates after single and double injuries (Fig. 3a), indicating that lack of *Slug* attenuates ability of SCs to properly maintain the stem cell pool in repaired muscle after injury. This was confirmed by an observation of about three-fold decrease in SC number per 100 myonuclei in regenerated TAs of *Slug*^*cKO*^ mice when compared with control mice (Fig. 3b, c).

**Fig. 3:**
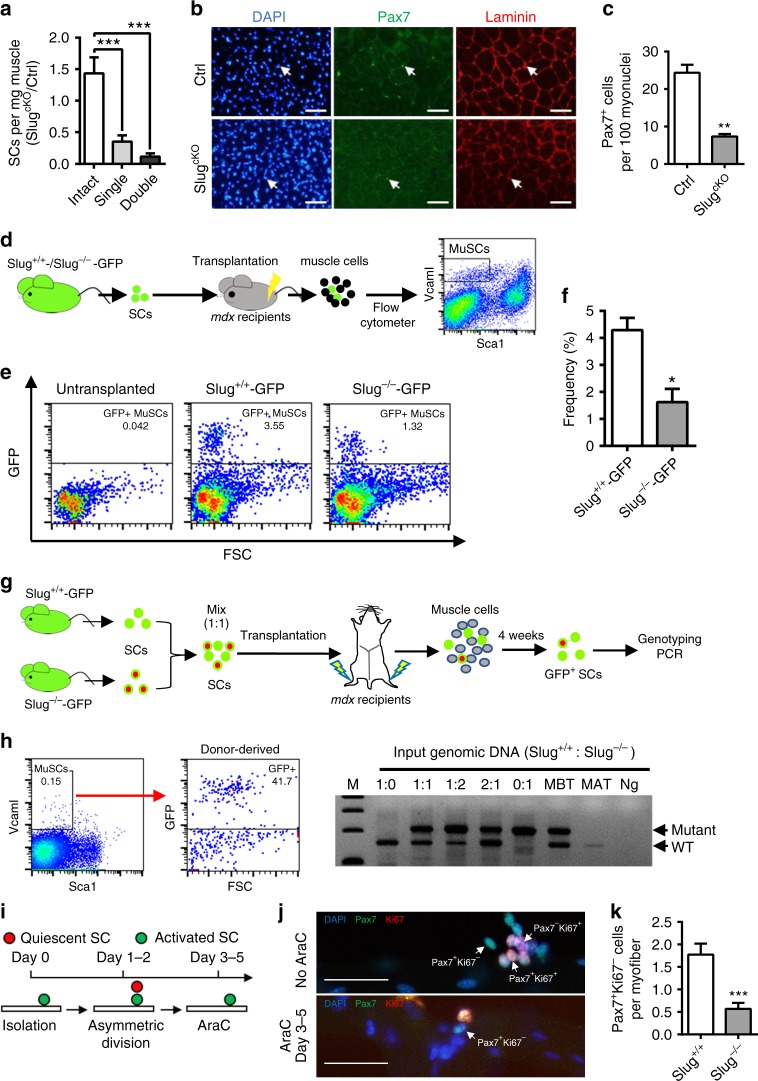
SCs deficient in *Slug* exhibit intrinsic defects in self-renewal in vivo. **a** Ratio of SCs between *Slug*^*cKO*^ and Ctrl mice under indicated conditions. ***p < 0.001 by student’s *t*-test. **b** IHC for Pax7^+^ SCs in TAs of *Slug*^*cKO*^ and Ctrl mice (*n* = 3 mice per group) at day 30 post single injury. Laminin indicates the boundaries of myofibers. Scale bar, 100 μm. Three independent experiments were performed with similar results. **c** Quantification of Pax7^+^ SC numbers in **b** **p < 0.01 by student’s *t*-test. **d** Scheme of SC transplantation. 3000 SCs of indicated genotype were transplanted into each side of pre-injured TA muscles of *mdx* recipients (*n* = 6), respectively. Donor-derived SCs (GFP^+^) in total recipient MuSCs (CD45^−^CD31^−^Sca1^−^Vcam I^+^) were analyzed 4 weeks after transplantation. **e** Representative flow cytometric analysis of the frequency of donor-derived SCs (GFP^+^) within total recipient MuSCs. Similar results were seen in three independent transplantation experiments. **f** Percent of donor-derived SCs (GFP^+^) in total recipient MuSCs. *p < 0.05 by student’s *t*-test. **g** Diagram of competitive MuSC repopulation assay. SCs from *Slug*^+/+^*GFP*- and *Slug*^*−/−*^*GFP*-transgenic mice were equally mixed for genomic DNA extraction and transplantation, respectively. The remaining cells were then transplanted into pre-injured TA muscles of *mdx* recipients. Four weeks after transplantation, GFP^+^ cells were sorted from total recipient MuSCs for genotyping PCR analysis. **h** Determination of relative ratio of repopulated MuSCs. Left, representative flow cytometric plotting of GFP^+^ cells from total recipient MuSCs. Right, PCR determining the ratio of SCs before and after transplantation. M DNA ladder, MBT mixed SCs before transplantation, MAT mixed SCs after transplantation, Ng negative control. **i** Scheme of AraC treatment indicating self-renewal. **j** Pax7 and Ki67 immunostaining in cultured myofibers as treated in **i**. Scale bar, 50 µm. Similar results were seen from three independent experiments. **k** Quantification of the quiescent daughter SCs stained in **j** (n = 3 mice, >20 myofibers per condition). ***p < 0.001 by student’s *t*-test. Data are shown as mean ± SEM of three independent experiments. Unprocessed gel blots are provided in the Supplementary Fig. 1. Also see Supplementary Fig. 4-6. Source data are provided as a Source Data file

Injection of tractable adult SCs into pre-injured adult muscle followed with fluorescence-activated cell sorting (FACS) analysis provides a quantitative assay for SC self-renewal^17^. By this assay, we analyzed the stem cell repopulation of donor-derived SCs (GFP^+^) as a fraction of the total SC population from the primary recipients (Fig. 3d). Because a small portion of SCs remain cycling 1 month after transplantation^18^, we analyzed SCs with distinct immunophenotype (CD31^−^CD45^−^Sca1^−^Vcam I^+^), which consist of both quiescent and activated MuSCs^19^. Via this analysis, we found that the frequency of *Slug*^−/−^ SCs was about three-fold lower than that of *Slug*^+/+^ SCs (Fig. 3e, f). Since the compromised self-renewing capability of SCs from *Slug*^*−/−*^*GFP* mice may be due to embryonic absence of *Slug*, we induced an acute *Slug* knockout in SCs from *Slug*^*fl/fl*^*Pax7-zsgreen* mice by infecting with retrovirus expressing Cre recombinase (Supplementary Fig. 5a,b). Cre-expressing SCs yielded about five-fold less GFP^+^ fraction in the total SC population from the recipients compared to that of Ctrl virus-infected SCs (Supplementary Fig. 5c,d). Consistently, by zsgreen staining we identified considerably less Cre retrovirus-infected SCs in the SC niche, beneath the basal lamina and atop myofibers (*p* < 0.01 by student’s *t*-test) (Supplementary Fig. 5e,f). These data indicated that deletion of *Slug* decreases SC self-renewing and regenerative ability.

Competitive repopulation assay has been widely used as the gold standard for testing self-renewal capacity of hematopoietic stem cells^20^. Here, we adopted a similar competitive repopulation assay for SCs (Fig. 3g). Technically, this assay overcomes the potential variations due to different SC niches in individual recipients and uneven injection of myotoxins and SCs at different sites. By this assay, we showed that although donor SCs from *Slug*^*+/+*^*GFP* and *Slug*^*−/−*^*GFP* mice were equally mixed before transplantation, only the DNA band corresponding to wild-type alleles of *Slug* was predominantly amplified from the gDNA of the donor-derived SC mixtures in recipients (Fig. 3h and Supplementary Fig. 6), indicating a markedly attenuated self-renewing capability in *Slug*^*−/−*^ SCs.

To further assess the intrinsic self-renewing propensity of *Slug* null SCs, we performed myofiber-associated SCs culture in the presence of arabinosylcytosine (AraC) that eliminates cycling cells by inhibiting DNA synthesis. It was previously demonstrated that a small population of AraC-resistant, myofiber-associated Pax7^+^ cells arose following the first SC division in culture by self-renewing and behaved as quiescent SCs^6,21^. We treated myofibers with AraC from day 3–5 after isolation (Fig. 3i) and detected a lower number of surviving Pax7^+^Ki67^−^ SC daughters from *Slug*^*cKO*^ mice compared to those from Ctrl mice (Fig. 3j, k). Together, these results provide convincing evidence that *Slug*-deficient SCs have an intrinsic defect in self-renewal following muscle regeneration.

### Slug directly represses *p16*^*Ink4a*^ transcription in SCs

To explore intrinsic factors responsible for losing self-renewal capacity of activated SCs in *Slug*-deficient mice, we initially retrieved and interrogated the global gene expression data (GEO accession: GSM38236) generated from *Slug*-silenced primary myoblasts^22^. Gene ontology enrichment analysis of biological processes (GOBP) identified that *Slug* silencing derepressed sets of genes related to transcription regulation, cell proliferation, and skeletal muscle differentiation processes (Fig. 4a, left panel). Notably, the genes downregulated upon *Slug* silencing identified enrichment of genes among various categories of cellular defense responses (Fig. 4a, right panel). Interestingly, p16^Ink4a^ was listed in the most upregulated genes ranked in negative regulation of cell proliferation. It was previously reported that self-renewal capacity of aged stem cells (hematopoietic stem cells^23^, intestinal stem cells^24^, and skeletal MuSCs^5^) was attenuated. Therefore, we postulated p16^Ink4a^ as a potential mediator for SC self-renewing defect caused by *Slug* deficiency.

**Fig. 4:**
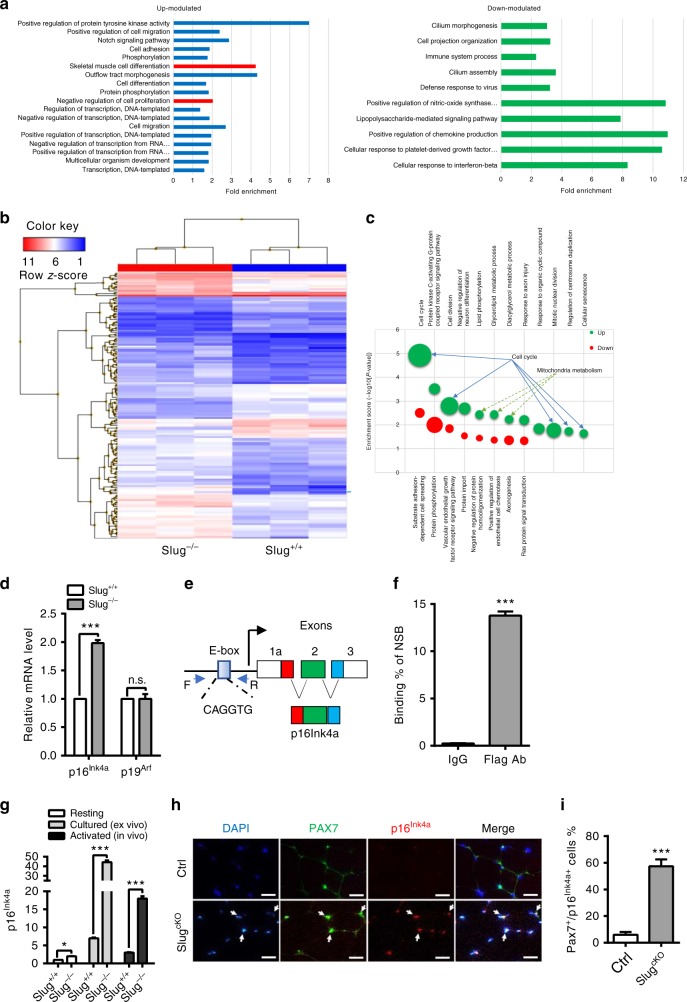
*p16*^*Ink4a*^ is a direct target gene of Slug in SCs. **a** GOBP analysis of genes modulated in *Slug*-silenced myoblasts (GEO accession: GSE38236). The term of negative regulation of cell proliferation being highly relevant to observed self-renewal defect of *Slug*-deficient SCs in our study was highlighted in red. **b** Hierarchical clustering and heatmap representation of 168 differentially expressed genes separating *Slug*^*+/+*^ and *Slug*^*−/−*^ SCs. Color pattern represents row Z-score. **c** Bubble chart showing results of GOBP analysis. Bubble size indicated number of genes associated with each term. GOBP ranked by fold enrichment score associated with upmodulated (green bubbles) and downregulated (red bubbles) signatures were selected for significance by using a false discovery rate cutoff of 5%. **d** qPCR analysis of *p16*^*Ink4a*^ and *p19*^*Arf*^ in primary SCs from *Slug*^*+/+*^ and *Slug*^*−/−*^ mice (*n* = 3). n.s. not significant; ***p < 0.001 by student’s *t*-test. **e** Schematic diagram of the *INK4a/ARF*. The consensus Slug-binding site (E-box) is located in its promoter. **f** ChIP analysis of Slug occupancy at the *p16*^*Ink4a*^ promotor. Primers targeting the 3’ untranslated region (without E-box elements) was used as a negative control for the ChIP assay. Relative binding affinity of Slug on the putative E-box element was quantified relative to the non-specific binding. ***p < 0.001 by student’s *t-*test. **g** Quantification of *p16*^*Ink4a*^ in quiescent, *ex-vivo* culture- and *in vivo* injury-activated SCs from *Slug*^*+/+*^ and *Slug*^*−/−*^ mice. For activation *ex-vivo*, SCs were cultured for 7 days; while for activation in vivo, SCs were harvested at day 10 after injury. *p < 0.05, ***p < 0.001 by student’s *t*-test. **h** IHC for p16^Ink4a^ and Pax7 protein in SCs within the TA muscles of *Slug*^*cKO*^ and Ctrl mice at day 30 post injury (*n* = 3 mice per genotype). Scale bar, 100 μm. **i** Percentage of Pax7 and p16^Ink4a^ double positive SCs in **h**. ***p < 0.001 by student’s *t*-test. The experiments **g**–**i** were independently repeated three times with similar results. Data are shown as mean ± SEM of three independent experiments. Also see Supplementary Fig. 7-11. Source data are provided as a Source Data file

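Gene expression was measured in SCs sorted from uninjured hindlimb muscle of adult male mice, 3 *Slug*+/+ and 3 *Slug*-/- samples, with 1 whole-transcript Affymetrix array for each. RNA was taken straight after sorting, with no step of culture. *Snai2*, the gene that encodes Slug, was lower on every *Slug*-/- array. Its log2 expression value was 6.25, 6.66 and 6.53 on the *Slug*+/+ arrays and 5.15, 5.10 and 4.59 on the *Slug*-/- arrays, a difference of -1.53 (standard error 0.22, adjusted p = 0.435 from limma). Whether its probes lie inside the deleted part of the gene is not given in the sources used here, and probes outside it would check nothing. *Pax7*, the transcription factor that marks SCs, was 9.37 ± 0.22 (SD, n = 3) in *Slug*+/+ and 9.18 ± 0.42 (SD, n = 3) in *Slug*-/- SCs. Of the genes of the sort markers, *Cd34* was 8.42 and 8.47 and *Itga7* was 7.90 and 8.26 in *Slug*+/+ and *Slug*-/- SCs. None of these 3 genes passed the test (adjusted p = 0.955 for *Pax7*, 0.99 for *Cd34* and 0.904 for *Itga7* from limma), and the sign of *Pax7* and *Cd34* turns in some alternative settings. *Ptprc* and *Itgam*, which encode the CD45 and CD11b that exclude blood cells from the sort, were at 2.05 and 1.96 in *Slug*+/+ and at 1.87 and 1.78 in *Slug*-/- SCs. *Pecam1*, which encodes the endothelial CD31, was at 3.59 and 3.74. As a guide to background, the 1088 olfactory receptor genes on the array, which muscle cells have little use for, had a median of 1.71 and a 95th percentile of 3.04. Of all genes, 53.7% had a mean above that percentile.
The deposited values are log2 expression values, 1 for each probe set and array, that the authors made with Affymetrix's Gene Expression Console. The paper's text does not name the algorithm. Array medians over the 41345 probe sets lay between 2.87 and 2.96. Of these probe sets, 23521 carry exactly 1 gene symbol, 1814 carry several and 16010 are unnamed here. The brightest probe set with 1 symbol was taken for each of 22180 genes, and *Slug*-/- was compared with *Slug*+/+ by limma. The number of arrays limits the precision of every value. The labels call the replicates biological and do not say whether each came from its own mouse, so p-values from limma measure the spread between these samples. Those from fgsea, used below on lists of genes, rest on 1 ranking of the genes and do not measure that spread.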

We then performed microarrays analysis to compare the genome-wide gene expression profiles of wild-type and *Slug*-deficient SCs. Unsupervised hierarchical clustering analysis separated the samples into their respective genotypes (Fig. 4b). 

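Over all 22180 genes, the 6 arrays did not fall into a *Slug*+/+ and a *Slug*-/- branch. Replicate 3 of *Slug*+/+ and replicate 3 of *Slug*-/- joined first, at a distance of 0.0336 (1 minus Pearson's r across genes, average linkage). *Slug*-/- replicate 2 joined this pair at 0.0386 and *Slug*-/- replicate 1 at 0.0433. *Slug*+/+ replicate 2 followed at 0.0460, and *Slug*+/+ replicate 1 joined last at 0.0514. Pearson's r across genes was 0.947 to 0.960 among the *Slug*+/+ arrays, 0.954 to 0.961 among the *Slug*-/- arrays and 0.946 to 0.966 between the genotypes. The mean distance between genotypes was larger than that within them by 0.00183 (one-sided exact permutation test over 10 splits, p = 0.1, the smallest p that 3 arrays against 3 allow). That excess was 0.00119 without *Slug*+/+ replicate 1 and 0.00535 without *Slug*+/+ replicate 3, and 0.000448, 0.00109 and 0.000821 without *Slug*-/- replicates 1, 2 and 3. The first principal component held 25.9% of the variance and the second 20.8%. A tree of only the 199 genes past a fold of 2 and an unadjusted p of 0.05, each centred on its mean, did part *Slug*+/+ from *Slug*-/- SCs. These genes were chosen for their difference on the same arrays, so that tree is not independent evidence, and it was added after seeing the data.

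**Figure D1:**
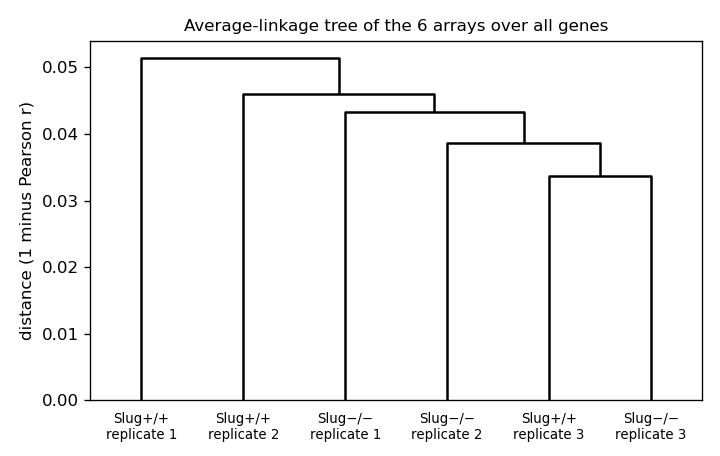
Average-linkage tree of the 6 satellite cell arrays over all genes. The vertical axis is the distance (1 minus Pearson's r) at which branches join and each leaf is 1 array; the pair of replicates 3 joins first at 0.0336 and *Slug*+/+ replicate 1 last at 0.0514.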

We identified 168 differentially expressed genes, of which 108 genes were upregulated (fold change > 2, *p* value < 0.05) and 60 genes were downregulated (fold change < −2, *p* value < 0.05) in *Slug*^*−/−*^ SC compared to control cells (Fig. 4b). 

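At a fold over 2 and an unadjusted p under 0.05 from limma, 130 genes were higher and 69 were lower in *Slug*-/- SCs. *Mki67*, a marker of cycling cells, had a log2 value of 3.63 ± 0.84 (SD, n = 3) in *Slug*+/+ and 6.10 ± 0.21 (SD, n = 3) in *Slug*-/- SCs. *Cdk1*, the kinase that drives entry into mitosis, went from 2.52 ± 0.33 to 4.91 ± 0.76 (SD, n = 3 each). Its *Slug*+/+ arrays all lie under the 95th percentile of olfactory receptor genes. With values under it raised to it, the measured difference is at least 3.66-fold. This bound and those below take no account of the spread between arrays, so the true difference could be smaller. *Myog*, a transcription factor of myogenic differentiation, was 4.9-fold higher, at 5.62 ± 0.44 against 7.91 ± 0.77 (SD, n = 3 each). *Pde3b*, a cyclic nucleotide phosphodiesterase, was 3.59-fold higher, and *Dusp6*, a phosphatase of ERK, 3.28-fold higher. *Dbx1*, a homeobox gene, was lower by a log2 difference of -2.19 (standard error 0.33), and *Tshr*, the thyrotropin receptor, by -1.75 (standard error 0.23).
The adjusted p from limma was 0.493 for *Mki67* and *Cdk1*, 0.619 for *Myog*, and 0.435 for *Pde3b*, *Dusp6*, *Dbx1* and *Tshr*. Among the other genes with the largest differences whose arrays did not overlap, log2 differences were 2.26 for *Adm*, 1.97 for *Gab2*, 1.93 for *Sft2d2*, 1.92 for *H2bc3*, 1.91 for *Gen1*, 1.82 for *Ptgds* and 1.61 for *Cdk6*. On the lower side they were -1.83 for *Dhrs3*, -1.73 for *Tmem238*, -1.69 for *Ppp1r3e*, -1.62 for *Ms4a4d*, -1.46 for *Slco4a1*, -1.39 for *Efemp1*, -1.38 for *Pcgf5* and *Slc25a30* and -1.37 for *Slc39a9*. *Gen1* and *Cdk6* in *Slug*+/+ SCs and *Ppp1r3e* and *Slco4a1* in *Slug*-/- SCs also lie under that percentile on every array of the genotype. With values under it raised to it, their differences are 2.56-fold, 1.67-fold, 2.35-fold and 1.74-fold. These are lower bounds of the measured differences except for *Cdk6*, for which signal under it in *Slug*-/- SCs was raised as well. *Adm*, *Gab2*, *Sft2d2*, *Cdk6* and *Efemp1* do not pass with the plain unpaired test, nor does *Gab2* with every probe set or quantile normalization. *Gab2* also falls under the thresholds without *Slug*+/+ replicate 2 (0.91), *Slug*-/- replicate 2 (1.79) or *Slug*-/- replicate 3 (1.86), and *Efemp1* without *Slug*+/+ replicate 1 (-0.91) or *Slug*-/- replicate 1 (-1.10). Of the 199 genes, 65.3% were higher, and 128 of those higher and 67 of those lower had the brighter genotype above the 95th percentile of olfactory receptor genes.
After Benjamini-Hochberg adjustment, limma called 0 genes, with 1286 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.435. A plain unpaired test, with each gene's own variance, put 66 genes higher and 33 lower past the same thresholds and called 0 after adjustment, with 1178 genes at an unadjusted p under 0.05. Of all genes, 1162 were higher and 1197 lower on every *Slug*-/- array than on every *Slug*+/+ array, which is 10.6% where chance gives 10%. The count of higher genes was 267 without *Slug*+/+ replicate 3, 202 without *Slug*-/- replicate 1 and 236 without *Slug*-/- replicate 2, and that of lower genes 110 and 124 without *Slug*+/+ replicates 2 and 3 and 111 without *Slug*-/- replicate 3. Without *Slug*+/+ replicate 1, 133 of 248 genes were higher and the rest lower. Without *Slug*+/+ replicate 2, 1 gene, the microRNA *Mir505*, passed the adjusted test as lower (adjusted p = 0.00977 from limma). It is named because of that value. Over all 6 arrays its adjusted p from limma was 0.792, with 6.02, 2.47 and 6.09 on the *Slug*+/+ arrays and 1.65, 2.02 and 1.61 on the *Slug*-/- arrays, which lie under background. With values under background raised to it, *Slug*+/+ replicate 2 among them, *Mir505* was 4.03-fold lower, which is not a lower bound.

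**Figure D2:**
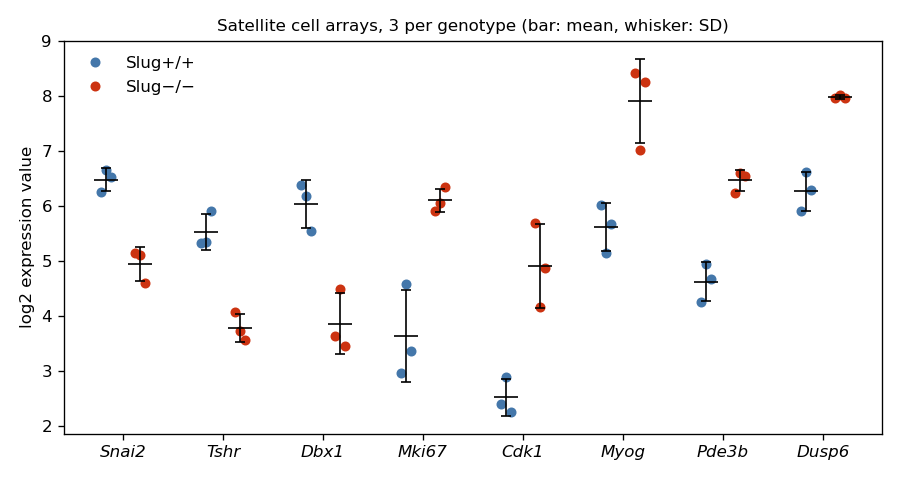
Log2 expression values of 8 genes on the 6 satellite cell arrays. Each point is 1 array, blue for *Slug*+/+ and red for *Slug*-/-, with the mean as a bar and the SD as a whisker (n = 3); *Mki67* lies at 3.63 ± 0.84 in *Slug*+/+ and 6.10 ± 0.21 in *Slug*-/- SCs, and *Snai2*, *Tshr* and *Dbx1* lie lower in *Slug*-/- SCs.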

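Genes of the respiratory chain and of cell division stood higher as groups in *Slug*-/- SCs. In the Reactome list of respiratory electron transport and ATP synthesis, 70 of 89 measured genes had a positive difference, with a median log2 difference of 0.22. The list rose by preranked enrichment (adjusted p = 2.04e-10 from fgsea), with adjusted p = 0.454 with an estimated correlation. The citric acid cycle list of 18 genes had a median of 0.07 and did not pass (adjusted p = 0.306). In the Reactome list of the mitotic cell cycle, 253 of 369 genes were positive, with a median of 0.12 (adjusted p = 3.42e-15 from fgsea), and its adjusted p = 0.454 with an estimated correlation. The list of the G1 to S transition had 71 of 90 genes positive and a median of 0.20 (adjusted p = 5.22e-08 from fgsea), and again adjusted p = 0.454 with an estimated correlation. Of its members, 36 are subunits of the proteasome, the complex that degrades cyclins and other proteins, such as *Psma1* (0.74) and *Psmd11* (0.83, and past a fold of 2 and an unadjusted p of 0.05 at 1.02 without *Slug*-/- replicate 3). The list of mitotic prometaphase rose with a median of 0.07 (adjusted p = 0.00129 from fgsea; adjusted p = 0.485 with an estimated correlation). That call ends without *Slug*+/+ replicate 1 (adjusted p = 0.0710) or *Slug*-/- replicate 1 (0.105). By limma, 0 genes of the respiratory, citric acid and mitotic lists passed when adjusted over the list alone, with 9, 2 and 40 at an unadjusted p under 0.05, while *Cdk1* passed in both of the other lists.
The list of diacylglycerol and lipid kinases had 17 measured genes. It was written with kinases that phosphorylate lipids and also with enzymes that do not, such as acyltransferases of the *Dgat* and *Mogat* families. *Dgkz* (1.04), *Dgkh* (0.99) and *Dgkq* (1.30, and at least 0.80 with values under background raised to it) were higher when adjusted over the list alone (adjusted p = 0.00964 from limma for each). *Dgkz* falls under a fold of 2 with the mean of its probe sets (0.43), with quantile normalization (0.97) and without *Slug*+/+ replicate 3 (0.95), *Slug*-/- replicate 1 (0.98) or *Slug*-/- replicate 2 (0.97). *Dgkh* passes it with array medians subtracted (1.03) and without *Slug*+/+ replicate 2 (1.11), *Slug*-/- replicate 2 (1.02) or *Slug*-/- replicate 3 (1.06). The list's median was -0.11, against a mean of 0.09 and an enrichment score of 1.62 (adjusted p = 0.0579), and the DAG and IP3 signalling list had a median of 0.03 (adjusted p = 0.809), with 0 genes adjusted over the list alone and 1 at an unadjusted p under 0.05 by limma. Of 25 centrosome duplication genes, 20 were positive, with a median of 0.15, and 2 were higher when adjusted over the list alone, *Gen1*, a resolvase of DNA junctions (at least 1.35, adjusted p = 0.00492 from limma), and *Chordc1*, a chaperone partner (0.76). That list's adjusted p was 0.107 from fgsea, 0.0391 without *Slug*+/+ replicate 3 and 0.00490 without *Slug*-/- replicate 1. Of 39 senescence regulators, *Cdkn1c*, a cyclin-dependent kinase inhibitor (1.01), and *Lmnb1*, a lamin (1.02), passed a fold of 2 and an unadjusted p of 0.05. *Cdkn1c* was also written into the lists of satellite cell quiescence and of myogenic differentiation, so it is not particular to senescence. *Cdkn1c* is at 0.98, 0.96 and 0.71 without *Slug*+/+ replicate 1, *Slug*+/+ replicate 2 or *Slug*-/- replicate 1. It is at 0.98 with quantile normalization and 0.99 with array weights. *Lmnb1* loses its call with the plain unpaired test, every probe set, quantile normalization and array weights. The call is also lost without *Slug*+/+ replicates 1, 2 or 3 (0.95, 1.01 and 1.09) and without *Slug*-/- replicates 1 or 3 (0.64 and 0.87). The senescence list had a median of 0.09 (adjusted p = 0.160 from fgsea, 0.0314 without *Slug*+/+ replicate 3) and 0 of its genes passed when adjusted over the list alone, with 3 at an unadjusted p under 0.05 by limma. That list was written with cell cycle inhibitors and with genes that oppose senescence, such as *Bmi1* and *Ezh2*. Its direction therefore does not tell more from less senescence. The Reactome senescence list of 90 genes had a median of 0.09 as well (adjusted p = 0.0579 from fgsea), and passed without *Slug*+/+ replicate 3 (0.00784), *Slug*-/- replicate 1 (0.00950) or *Slug*-/- replicate 2 (0.0270). Limma gave 0 of its genes adjusted over the list alone, with 5 at an unadjusted p under 0.05.
On the lower side of Fig. 4c, substrate adhesion had a median of 0.07 (adjusted p = 0.736), VEGF receptor signalling 0.08 (0.811; its enrichment score was -0.82), axonogenesis 0.04 (0.468) and the Reactome VEGF list 0.02 (0.160). *Src*, a kinase of adhesion sites (-0.68), *Prkd1*, protein kinase D (-0.68), and *Efnb1*, an ephrin (-0.79), had negative differences, while *Lama4*, a laminin (0.80, and past a fold of 2 and an unadjusted p of 0.05 at 1.10 without *Slug*-/- replicate 3), *Efna1*, another ephrin (0.70), and the guidance receptors *Robo1* (0.53) and *Ephb1* (0.56) had positive ones. *Ephb1* is at 0.12 in the alternative setting that lowers it most. In the first 3 of these lists limma gave 0 genes when adjusted over the list alone, with 1, 0 and 3 genes higher and 3, 1 and 1 lower at an unadjusted p under 0.05. In the Reactome VEGF list 1 gene, *Cdk1*, was higher when adjusted over the list alone.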

*Slug* deletion enriched GO categories related to mitochondria metabolism and cell cycle regulators (Fig. 4c). 

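Gene groups were compared on limma's statistic over all 22180 genes with 50 lists, 30 written by hand and 20 taken from Reactome. By preranked enrichment with fgsea, 13 lists rose and 0 fell in *Slug*-/- SCs at an adjusted p under 0.05, with 21 lists at an unadjusted p under 0.05. Those that rose hold genes of mitosis, the G1 to S transition, E2F-driven replication, the respiratory chain, detoxification of oxygen species, translation, Notch signalling, satellite cell identity and the extracellular matrix. Some of these lists share members, such as *Cdk1* in those of mitosis, G1 to S and E2F, so 13 does not count separate results. A split that set *Slug*+/+ replicate 3 with *Slug*-/- replicates 1 and 3 called 22 lists by fgsea. The extracellular matrix list was called although its median was -0.03 and 24 of its 44 genes had a negative difference. Preranked enrichment treats genes as independent of each other. With camera at a preset correlation of 0.01, 12 lists rose and 0 fell (15 at an unadjusted p under 0.05). With a correlation estimated for each list, camera called 0 lists, with 5 at an unadjusted p under 0.05 and a smallest adjusted p of 0.454. A rotation test of each list on its own (fry) also called 0, with 5 at an unadjusted p under 0.05 and a smallest adjusted p of 0.366. The number of lists that rose was 7 without *Slug*+/+ replicate 1, 7 without *Slug*+/+ replicate 2 and 8 without *Slug*-/- replicate 3, and without *Slug*+/+ replicate 1 the list of immediate early genes fell. In no list did a gene pass the adjusted test of limma over all genes; the number of its genes at an unadjusted p under 0.05 was 1286.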

To identify pathways enriched in *Slug*^*−/−*^ SCs, gene set enrichment analysis (GSEA)^25^ was performed. Notably, signaling pathways involved in cell metabolism including glycolysis, PI3K-AKT-MTOR, oxidative phosphorylation, and reactive oxygen species were induced in quiescent *Slug*^*−/−*^ SCs (Supplementary Fig. 7a,b), suggesting a switched metabolic reprogramming with relatively higher energy-consuming status in *Slug* null SCs. 

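Of the 4 pathways, the subunits of oxidative phosphorylation were higher as a group in *Slug*-/- SCs. Of 70 measured subunits, 59 had a positive difference, and the list's mean log2 value was 6.28 ± 0.07 (SD, n = 3) in *Slug*+/+ and 6.52 ± 0.15 (SD, n = 3) in *Slug*-/- SCs. Every *Slug*-/- array lay above every *Slug*+/+ array, but narrowly, with *Slug*-/- replicate 2 at 6.374 and *Slug*+/+ replicate 3 at 6.358. The lists of E2F-regulated S phase genes, lipid kinases and centrosome duplication, which were not called, had no overlap of the arrays either. The list rose with a median log2 difference of 0.27 (adjusted p = 2.22e-09 from fgsea), and it had an adjusted p = 0.454 with an estimated correlation. The complex I subunits *Ndufa12* (0.56) and *Ndufa11* (0.82) and the ATP synthase subunit *Atp5e* (0.44) were, with *Ndufs4* of complex I (-0.58), the subunits with the smallest p. *Atp5e* is at 0.17 in the alternative setting that lowers it most. No single subunit passed a fold of 2 and an unadjusted p of 0.05, though *Ndufa11* does without *Slug*+/+ replicate 1 (1.01) or *Slug*-/- replicate 2 (1.02), and limma gave 0 when adjusted over the list alone, with 8 subunits at an unadjusted p under 0.05.
Of 21 glycolysis genes, 12 were positive and 9 negative, with a median of 0.11 (adjusted p = 0.811 from fgsea). *Pgk1*, which makes ATP in glycolysis, was at 0.82 (1.06 and past a fold of 2 without *Slug*-/- replicate 2) and *Hk1*, a hexokinase, at 0.55, whereas *Slc2a3*, a glucose transporter, was at -0.82. Limma gave 0 glycolysis genes when adjusted over the list alone, with 3 at an unadjusted p under 0.05. The Reactome glycolysis list of 23 genes had a median of 0.04 (adjusted p = 0.219), with 0 adjusted over the list alone and 2 at an unadjusted p under 0.05 by limma. Among 38 genes of the PI3K-AKT-mTOR pathway the median was 0.01 (adjusted p = 0.803), with *Pik3r1*, a regulatory subunit of the PI3 kinase, at -0.58 and *Sesn2*, an inhibitor of mTOR complex 1, at 1.21. *Sesn2* has an adjusted p of 0.868 from limma and passes a fold of 2 and an unadjusted p of 0.05 without *Slug*+/+ replicate 2 (1.54) or *Slug*-/- replicate 2 (1.65). The Reactome lists of mTOR signalling (median 0.10, enrichment score -0.88, adjusted p = 0.803) and of PI3K and AKT activation (median -0.03, enrichment score -0.815, but a mean just above zero, adjusted p = 0.857) did not pass either. For these 3 lists limma gave 0 genes adjusted over the list alone, with 1, 2 and 2 at an unadjusted p under 0.05.
Of 31 genes of defence against reactive oxygen species, 18 were positive, with a median of 0.13 (adjusted p = 0.160 from fgsea). *Prdx3*, the peroxidase of mitochondria, was higher by 1.55 (standard error 0.32, adjusted p = 0.0486 from limma when adjusted over the list alone and 0.726 over all genes). *Gclm*, of glutathione synthesis, was higher by 0.98 (0.0487 over the list alone; past a fold of 2 at 1.09 without *Slug*+/+ replicate 2 and 1.17 without *Slug*-/- replicate 3), while *Gsta4* (-0.72) and *Gpx3* (-0.54), which use glutathione, were lower in value. In the Reactome list of detoxification of reactive oxygen species, 20 of 22 genes were positive and 1 was higher when adjusted over the list alone. That list rose with a median of 0.28 (adjusted p = 0.00475 from fgsea; adjusted p = 0.454 with an estimated correlation), and without *Slug*+/+ replicate 2 its adjusted p was 0.110.

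**Figure D3:**
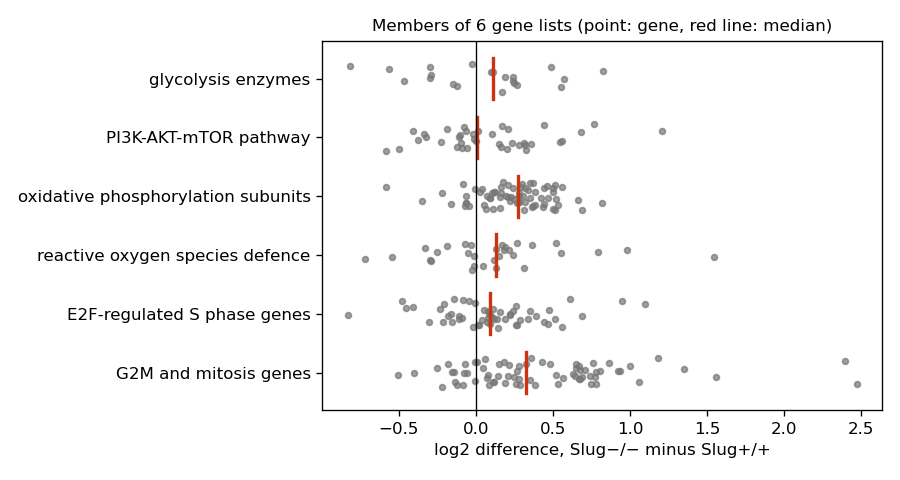
Log2 differences, *Slug*-/- minus *Slug*+/+, of the measured members of 6 gene lists. Each point is 1 gene and the red line is the list's median, which lies at 0.27 for oxidative phosphorylation subunits, 0.33 for genes of G2M and mitosis, 0.11 for glycolysis enzymes and 0.01 for the PI3K-AKT-mTOR pathway.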

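Genes of G2 and mitosis were higher in *Slug*-/- SCs, and genes of S phase did not pass as 1 list. Of 71 measured genes of G2 and mitosis, 56 had a positive difference, and their mean log2 value was 2.92 ± 0.05 (SD, n = 3) in *Slug*+/+ and 3.35 ± 0.18 (SD, n = 3) in *Slug*-/- SCs, with no overlap of the arrays. The list rose with a median log2 difference of 0.33 (adjusted p = 5.61e-13 from fgsea), and had an adjusted p = 0.454 with an estimated correlation. Past a fold of 2 and an unadjusted p of 0.05, 7 of its genes were higher and 0 lower. *Cdk1* and *Mki67* were higher when adjusted over the list alone (adjusted p = 0.0111 from limma for both). *Aurka*, a kinase of the mitotic spindle, was at 0.71. Of the 71 genes, 45 had a mean in *Slug*+/+ SCs under the 95th percentile of olfactory receptor genes, and 30 in *Slug*-/- SCs.
Of 55 S phase genes regulated by E2F, 36 were positive, with a median of 0.09 and a list mean of 3.74 ± 0.06 in *Slug*+/+ and 3.85 ± 0.04 in *Slug*-/- SCs (SD, n = 3 each). The list did not pass (adjusted p = 0.114 from fgsea). *Tyms*, which makes thymidylate, was at 1.09, *E2f2*, an activating E2F factor, at 0.95, and *Cdt1*, which licenses replication origins, at 0.69. *Tyms* is past a fold of 2 and an unadjusted p of 0.05, but not with the plain unpaired test, nor without *Slug*+/+ replicate 2 (0.74), *Slug*-/- replicate 1 (1.00) or *Slug*-/- replicate 3 (0.97), and *E2f2* is past both without *Slug*+/+ replicate 1 (1.02), *Slug*+/+ replicate 2 (1.05) or *Slug*-/- replicate 1 (1.16). Limma gave 0 of the S phase genes when adjusted over the list alone, with 6 at an unadjusted p under 0.05. The Reactome list of E2F-mediated replication, with 18 of 25 genes positive, rose with a median of 0.12 (adjusted p = 0.0264 from fgsea), and had an adjusted p = 0.454 with an estimated correlation. It does not pass without *Slug*+/+ replicate 1 (0.0710) or *Slug*-/- replicate 3 (0.117), and 1 of its genes, *Cdk1*, was higher when adjusted over the list alone. The Reactome list of G2 to M checkpoints had a median of 0.12 (adjusted p = 0.0579 from fgsea, 0.0161 without *Slug*+/+ replicate 3 and 0.0270 without *Slug*-/- replicate 2), with 1 gene, *Cdk1* again, higher when adjusted over the list alone.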

Meanwhile, E2F targets and G2M checkpoints signaling signatures were also enriched upon *Slug* deletion (Supplementary Fig. 7c,d). These gene sets enrichment data indicated that loss of *Slug* in SCs might disturb cell cycle progression and the balance between self-renewal and differentiation after activation.

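Genes of SC identity passed preranked enrichment as higher in *Slug*-/- SCs, with arrays that overlap between the genotypes, and among the genes of differentiation *Myog* stood apart. Of 52 genes of satellite cell identity and quiescence, 38 had a positive difference, with a median log2 difference of 0.17. *Met*, the receptor of hepatocyte growth factor, was at 0.92 (past a fold of 2 and an unadjusted p of 0.05 at 1.08 without *Slug*+/+ replicate 2 and 1.18 without *Slug*-/- replicate 1), and *Des*, an intermediate filament gene of muscle cells, at -0.69. This list rose by fgsea (adjusted p = 0.0363; adjusted p = 0.759 with an estimated correlation). The call is kept in 4 of 14 alternative settings, and it ends with fry, ranking by log2 difference, only genes above the median signal, quantile normalization and the replicate block, and without *Slug*+/+ replicate 1 (0.0874), *Slug*+/+ replicate 2 (0.325), *Slug*-/- replicate 2 (0.106) or *Slug*-/- replicate 3 (0.173). *Vcam1* (0.32), *Myf5* (0.17) and *Myod1* (0.27), an adhesion receptor and 2 myogenic factors of SCs, did not pass the test, and *Myf5* turns to -0.11 without *Slug*+/+ replicate 2 and *Myod1* to -0.20 without *Slug*-/- replicate 1.
Of 33 genes of myogenic activation and differentiation, 20 were positive, with a median of 0.04 (adjusted p = 0.0953 from fgsea, 0.0270 without *Slug*-/- replicate 2). *Myog* was higher when adjusted over the list alone (adjusted p = 0.0184 from limma), while *Myl4*, a myosin light chain, was at 0.64 and *Chrng*, an acetylcholine receptor subunit, at -0.62. The Reactome list of striated muscle contraction had a median of 0.04 (adjusted p = 0.415). Of 21 target genes of Notch, which holds SCs in quiescence, 12 were positive, with a median of 0.06 (adjusted p = 0.183) and *Notch1* itself at 0.48. The Reactome Notch signalling list rose with a median of 0.11 (adjusted p = 0.0264 from fgsea; adjusted p = 0.572 with an estimated correlation), and not without *Slug*+/+ replicate 1 (0.180), *Slug*+/+ replicate 2 (0.582) or *Slug*-/- replicate 3 (0.0636). For the satellite cell list, the contraction list and both Notch lists limma gave 0 genes adjusted over the list alone, with 7, 4, 3 and 2 at an unadjusted p under 0.05. From the enrichment of its metabolic and cell cycle gene sets, the paper proposes that loss of *Slug* could upset the cycle of activated SCs and their choice between renewal and differentiation.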

Next, we examined expression of *p16*^*Ink4a*^ and *p19*^*Arf*^, the two gene products of the INK4A/ARF locus, by qPCR in SCs of adult wild-type and *Slug*^*−/−*^ mice, respectively. As shown in Fig. 4d, *p16*^*Ink4a*^ was about two-fold higher in *Slug*-deficient SCs when compared with the wild-type counterparts, indicating a derepression of *p16*^*Ink4a*^ in the absence of *Slug* in resting SCs in vivo. In contrast, there was no apparent difference in *p19*^*Arf*^ expression between the two types of SCs. Furthermore, we examined the proximal promoter region of *p16*^*Ink4a*^ and identified potential Slug-binding sites (E-box)^26,27^ (Fig. 4e). To facilitate assessing the occupancy of endogenous Slug at the promoter region of *p16*^*Ink4a*^ by chromatin immunoprecipitation (ChIP) assay, we performed *Slug* affinity tagging at its C-terminus in mouse myoblasts by CRISPR/Cas9-mediated gene tagging (Supplementary Fig. 8). ChIP-qPCR analysis displayed enriched binding in anti-Flag antibody immunoprecipitated gDNA fragments but not in anti-IgG control (Fig. 4f), indicating that Slug occupies the promoter region of *p16*^*Ink4a*^ in vivo. Such direct regulation of *p16*^*Ink4a*^ promoter by Slug was further confirmed by *p16*^*Ink4a*^-driven luciferase reporter assay in SC-derived myobalsts (Supplementary Fig. 9a,b). Importantly, this E-box element is also present in human *p16*^*INK4A*^ promoter (Supplementary Fig. 9c). Knockout or overexpression of *SLUG* in primary human myoblasts significantly derepressed or suppressed *p16*^*INK4A*^ transcript (*p* < 0.001 by student’s *t*-test) (Supplementary Fig. 9d-g), respectively, indicating a highly conserved role of Slug in regulating *p16*^*Ink4a*^.

Of note, loss of *Slug* caused a more robust dysregulation of *p16*^*Ink4a*^ in ex vivo cultured myoblasts^22^ compared to resting SCs in vivo. Normally, *p16*^*Ink4a*^ expression is elevated during aging and replicative senescence^28^. Myoblasts are a type of proliferating myogenic progenitor cells derived from quiescent SCs under stimulating conditions. Therefore, we asked whether derepression of *p16*^*Ink4a*^ in *Slug*-deficient SCs would be exacerbated under stress conditions, including ex vivo culture and muscle damage. Strikingly, *p16*^*Ink4a*^ expression increased by over 8-fold in ex vivo cultured *Slug*^*−/−*^ SCs and five-fold in in vivo injury-activated *Slug*^*−/−*^ SCs, respectively, when compared with their corresponding wild-type controls (Fig. 4g) Notably, derepression of *p16*^*Ink4a*^ in cultured myoblasts was accompanied with graduate decline of *Slug* expression (Supplementary Fig. 10).

In spite of the increased *p16*^*Ink4a*^ transcription, primary muscle regeneration was normal in *Slug*-deficient mice. This is a departure from what was reported in geriatric mice model, i.e., that resting SCs fail to activate and expand to regenerate the muscle on injury due to derepression of *p16*^*Ink4a*^^5^. We suspected that p16^Ink4a^ mRNA but not protein was increased in resting *Slug*-deficient SCs, since *p16*^*Ink4a*^ mRNA could be induced to decay by an RNA-binding protein in early passage of fibroblasts but accumulated at protein level during late-passage of culture^28^. Indeed, p16^Ink4a^ protein was undetectable in undamaged muscle cryosections from both Ctrl and *Slug*^*cKO*^ mice (Supplementary Fig. 11). Instead, there was an apparent co-expression of p16^Ink4a^ with Pax7 in muscle tissue harvested from *Slug*^*cKO*^ mice 30-day post injury (Fig. 4h, i). Taken as whole, these results suggested that *Slug* deficiency leads to an increase in *p16*^*Ink4a*^ transcription in SCs, and replicative stress signaling triggered by SC activation and proliferation concurrently increases the stability of p16^Ink4a^ protein.

### *Slug* loss promotes senescence in SCs during proliferation

In terms of the elevated p16^Ink4a^ protein in activated SCs in regenerating skeletal muscles of *Slug*-deficient mice, we hypothesized that *Slug*-ablated SCs acquired features of cellular senescence at late stages of regeneration during the transition of SCs from activation to quiescence or differentiation. To test this notion, we first used an in vitro reserve cell culture system^29^. As shown in Fig. 5a, reserve cells from wild-type mice robustly proliferated while cells from *Slug*^*−/−*^ mice were only sporadically distributed by day 7 of subculture (Fig. 5a). Compared to their wild-type control cells, significantly higher proportion of progeny from *Slug*^*−/−*^ reserve cells was positive for p16^Ink4a^ staining (*p* < 0.001 by student’s *t*-test) (Supplementary Fig. 12). SA-β-Gal staining showed that over 50% of *Slug*-deficient reserve cells-expanded cells was SA-β-Gal^+^, a marker of senescence, whereas few SA-β-Gal^+^ cells were detected in the control group (Fig. 5a, b).

**Fig. 5:**
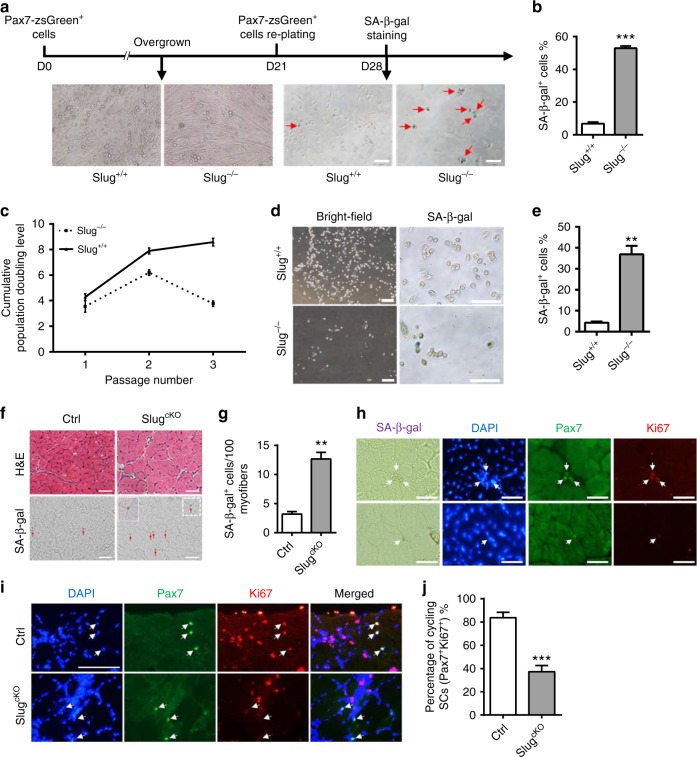
*Slug*-deficient SCs acquire senescence properties during self-renewal. **a** SA-β-Gal staining. SCs of indicated genotype were differentiated for 21 days. 5000 zsGreen^+^ reserve cells were sub-cultured for another 7 days and subject to SA-β-Gal staining. Red arrows indicate SA-β-Gal^+^ cells. Scale bar, 100 µm. **b** Quantification of the percentage of SA-β-Gal^+^ cells stained in **a**. ***p < 0.001 by student’s *t*-test. **c** Cumulative population doubling level (CPDL) obtained in cultures of primary SC-derived myoblasts from *Slug*^*+/+*^ and *Slug*^*−/−*^ mice. **d** Photographs (left) and SA-β-Gal staining (right) of SC-derived myoblasts on day 7 of culture at passage 3. Scale bar, 200 µm (left); 100 µm (right). **e** Percentage of the SA-β-Gal^+^ cells in **d**. **p < 0.01 by student’s *t*-test. **f** Representative images of H&E (upper) and SA-β-Gal staining (lower) on transverse TA muscle cryosections. TA muscles from *Slug*^*cKO*^ and Ctrl mice (*n* = 3 per genotype) were harvested on day 10 post injury and subject to H&E and SA-β-Gal staining. Red arrows indicated SA-β-Gal^+^ cells. The window (lower panel, right picture) represents high magnification of dotted boxed area. Scale bar, 50 µm. **g** Quantification of the SA-β-Gal^+^ cell numbers stained in **f**. **p < 0.01 by student’s *t*-test. **h** Senescent SCs in injured mice of *Slug*^*cKO*^ and Ctrl mice. SA-β-Gal staining was combined with IHC staining against Pax7 and Ki67 on TA muscle cryosections being treated as described in **f**. Scale bar, 50 µm. **i** IHC staining for Pax7 and Ki67 in TA muscle sections harvested at day 2.5 post the second BaCl_2_ injury (*n* = 3 mice per group). Arrows indicated SCs in the section. Scale bar, 100 μm. **j** Percentage of cycling (Pax7^+^Ki67^+^) SCs stained in **i**. ***p < 0.001 by student’s *t-*test. Data are presented as mean ± SEM of three independent experiments. Also see Supplementary Fig. 12. Source data are provided as a Source Data file

Population doubling level (PDL) is an intrinsic measurement of the age of the particular culture of a cell line. In culture, an untransformed cell line has a finite life span expressed in the number of cumulative population doublings that can be achieved. To assess the accelerated senescence in *Slug*-deficient SCs under proliferative pressure in vitro, we determined the relative growth rates of control and *Slug*-mutant SCs by calculating the cumulative PDL. As shown in Fig. 5c, the growth rate of *Slug*-deficient SCs was clearly retarded at early passage 3 when wild-type SCs remained for exponential growth. SA-β-Gal staining demonstrated that about 40% of *Slug*-ablated myoblasts show strong positive SA-β-Gal staining while less than 5% of control cells were SA-β-Gal^+^ on passage 3 (Fig. 5d, e), indicating the existence of replicative senescence and growth retardation in early-passaged *Slug*-deficient myoblasts.

Next, we investigated whether cellular senescence in SCs would occur when *Slug* is specifically deleted in Pax7^+^ SCs during regeneration in vivo. Young adult mice were used in this study to exclude the process of regeneration from aging in geriatric mice^5^. We performed SA-β-Gal staining on cryosections of TA muscles from Ctrl and *Slug*^*cKO*^ mice on day 10 post first injury when necrotic fibers were replaced by central-nucleated regenerated myofibers (Fig. 5f). Notably, despite the sporadic SA-β-Gal^+^ cells in control TA muscle sections, there was a four-fold increase in the number of SA-β-Gal^+^ cells in *Slug*^*cKO*^ TA (Fig. 5f, g). Most of the SA-β-Gal^+^ cells were located beneath basal lamina and outside myofiber plasma membrane, a classical SC anatomical location (Fig. 5f). IHC results further demonstrated that these SA-β-Gal^+^ cells were also Pax7-positive. As expected, SA-β-Gal^+^Pax7^+^ cells were not in cycling (Ki67^−^), suggesting the status of cellular senescence. In contrast, SCs with negative SA-β-Gal staining (SA-β-Gal^−^/Pax7^+^) were on the occasion of proliferating (Ki67^+^). In agreement with this notion, the majority of SCs in *Slug*^*cKO*^ mice failed to re-activate as indicated by markedly lowered percentage of Ki67^+^ SCs by 2.5-day post second BaCl_2_ injury compared to Ctrl mice (Fig. 5i, j). Together, using multiple in vitro and in vivo assays we proved that lack of *Slug* facilitated entry of SCs into cellular senescence under proliferative pressure.

### p16^Ink4a^ loss restores impaired self-renewal of *Slug*^*−/−*^ SCs

We demonstrated elevated p16^Ink4a^ protein and acquired senescence feature in activated *Slug*-deficient SCs. At this point, a key question was whether p16^Ink4a^ is causally involved in *Slug* loss-induced defects in SC self-renewing capacity and muscle regeneration. To answer this question, we assessed muscle regeneration in *Slug*^*+/+*^*p16*^*+/+*^, *Slug*^*−/−*^*p16*^*+/+*^, and *Slug*^*−/−*^*p16*^*−/−*^ mice following serial damages. By H&E staining, we showed that although muscle regeneration was severely compromised in TAs of *Slug*^*−/−*^*p16*^*+/+*^ mice following double or triple injuries, muscle repair was greatly improved in *Slug*^*−/−*^*p16*^*−/−*^ mice after injuries (Fig. 6a, b).

**Fig. 6:**
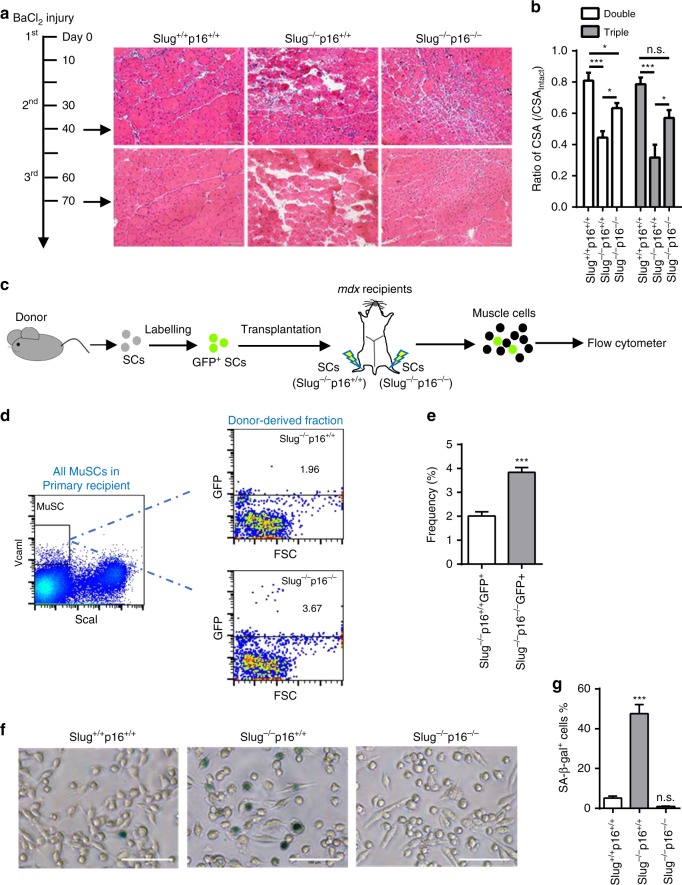
Removal of p16^Ink4a^ partially rescues regeneration and self-renewal of *Slug*-deficient SCs. **a** H&E staining of the double and triple BaCl_2_-injured TA muscles from *Slug*^*+/+*^*p16*^*+/+*^, *Slug*^*−/−*^*p16*^*+/+*^, and *Slug*^*−/−*^*p16*^*−/−*^ mice (*n* = 3–6 mice per group). Left panel, the diagram for consecutive injury. Right panel, representative images of H&E staining of muscle tissue sections from injured mice. Scale bar, 100 μm. **b** Ratio of myofiber CSA in the intact and BaCl_2_-injured TA muscles between *Slug*^*+/+*^*p16*^*+/+*^, *Slug*^*−/−*^*p16*^*+/+*^, and *Slug*^*−/−*^*p16*^*−/−*^ mice. *p < 0.05, ***p < 0.001 by one-way ANOVA; n.s. not significant. **c** Scheme of SC transplantation. SCs isolated from *Slug*^*−/−*^*p16*^*+/+*^ and *Slug*^*−/−*^*p16*^*−/−*^ mice were infected with GFP-expressing retroviruses, and injected into either side of the BaCl_2_-pre-injured TA muscle of *mdx* recipient, respectively. Total mononucleated muscle cells were isolated separately from either TA muscle 4 weeks after transplantation, and subjected to flow cytometric analysis for the fraction of donor-derived SCs (GFP^+^) in MuSC (CD45^−^CD31^−^Sca1^−^Vcam I^+^) subpopulation of recipient mice. **d** Representative flow cytometry plots showing the frequency of donor-derived SCs (GFP^+^) within the total recipient MuSC (CD45^−^CD31^−^Sca1^−^Vcam I^+^) subpopulation in mononucleated TA muscle cells. **e** Percent of donor-derived cells (GFP^+^) in total MuSC (CD45^−^CD31^−^Sca1^−^Vcam I^+^) subpopulation of mononucleated TA muscle cells from *mdx* recipients (*n* = 4–6). ***p < 0.001 by student’s *t*-test. **f** Representative SA-β-Gal staining of cultured primary SC-derived myoblasts. 10^4^ SCs of indicated genotype were plated in Matrigel-coated wells of 24-well plate, and passaged weekly. Bright-field imaging and SA-β-Gal staining were performed in cells on day 7 of culture at passage 3. Scale bar, 100 µm. **g** Percentage of the SA-β-Gal^+^ cells in serially passaged myoblasts on day 7 of culture at passage 3. ***p < 0.01; by student’s *t*-test. n.s. not significant. Data are shown as mean ± SEM of three independent replicates. Source data are provided as a Source Data file

Next, we assessed how removal of p16^Ink4a^ would affect the self-renewing ability of *Slug*-ablated SCs by the quantitative repopulating assay (Fig. 6c). As expected, the frequency of *Slug*^*−/−*^*p16*^*+/+*^ donor-derived SCs was low (~1.96%) (Fig. 6d, e). However, the frequency of *Slug*^*−/−*^*p16*^*−/−*^ donor-derived SCs was increased by two-fold in the recipients (Fig. 6d, e). Mechanistically, enhanced repopulation of *Slug*^*−/−*^*p16*^*−/−*^ SC in recipient muscles after deletion of *p16*^*Ink4a*^ might be partially ascribed to reduced senescence under proliferative stress, as *Slug*^*−/−*^*p16*^*−/−*^ SC-derived myoblasts displayed little or no SA-β-Gal staining at ex vivo passage 3 when majority of *Slug*^*−/−-*^ cells were SA-β-Gal positive (Fig. 6f, g). In summary, p16^Ink4a^ is a crucial mediator for the defects in SC self-renewal and muscle regeneration caused by *Slug* deficiency.

### *Slug* overexpression restores self-renewal of aged SCs

Aging alters stem cell function in terms of the capacities of self-renewal, proper activation and/or proliferation as well as lineage commitment. Aged SCs were characterized by self-renewal defect^6,7,16^, inclined commitment of differentiation in low mitogen ex vivo culture condition^3,6^, and susceptibility to senescence upon mitogen exposure^7,30^. These aging-associated phenotypes resemble to some extent behaviors of *Slug*-deficient SCs in current study. Such similarities drew our attention to the role of *Slug* in SC aging. By interrogating the transcriptomes of young and aged SCs from different groups of mice^4,31^, we observed an age-associated downregulation of *Slug* in aged SCs (Fig. 7a). This is further confirmed in SCs from young and aged mice by PCR analysis (Fig. 7b–d).

**Fig. 7:**
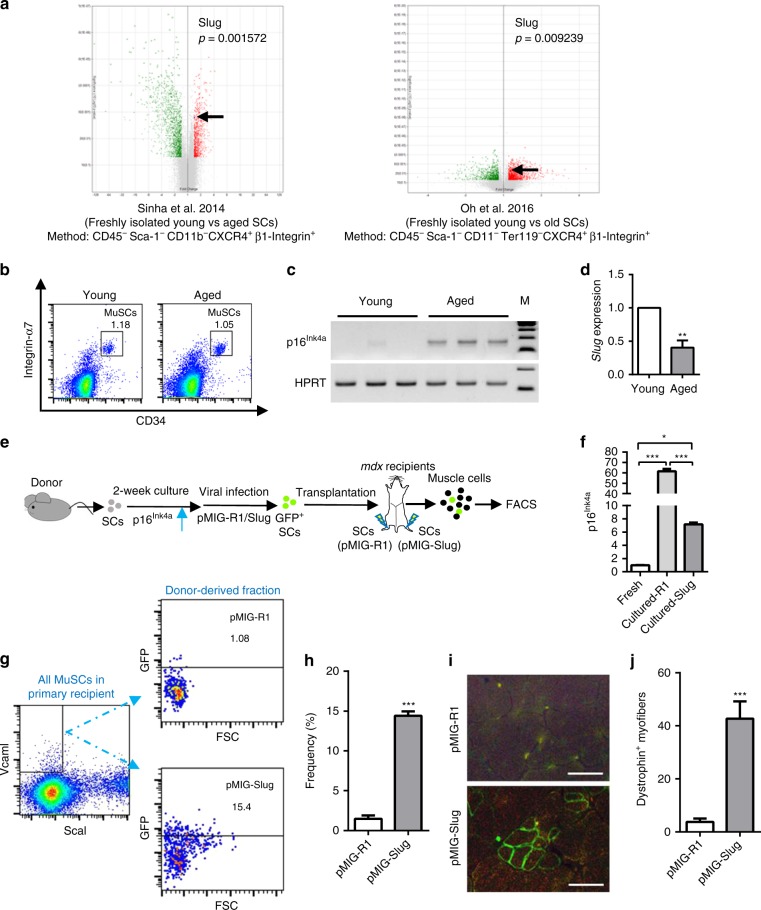
*Slug* Overexpression Restores Repopulating Capacity of Aged SCs. **a** Volcano plots demonstrating differentially expressed genes between freshly isolated young and aged SCs from the microarray data (GEO accession: GSE50821 and GSE72179) of indicated publications. Green dots indicate substantially increased while red dots indicated substantially decreased genes in aged SCs compared with young SCs. **b** Flow cytometric plotting of MuSCs (CD45^−^CD11b^−^CD31^−^Sca1^−^Integrin-α7^+^CD34^+^) in young and aged mice. **c** Qualitative RT-PCR showing up-regulation of *p16*^*Ink4a*^ in aged SCs. HPRT was used as internal control for PCR. **d** qPCR analysis of relative mRNA levels of *Slug* in SCs from the young and aged mice (*n* = 3 mice per group). **p < 0.01 by student’s *t*-test. **e** Scheme of SCs repopulation experiment. SCs were passaged weekly. After 2 weeks of culture, SC-derived myoblasts were infected with GFP-control (pMIGR1) or *Slug*-expressing (pMIG-Slug) retroviruses, and then transplanted into either side of pre-injured TA muscle of *mdx* recipient. Total mononucleated muscle cells were isolated separately from either TA muscle 4 weeks after transplantation, and subjected to flow cytometric analysis for the frequency of donor-derived SCs (GFP^+^). **f** Quantification of relative mRNA levels of *p16*^*Ink4a*^ in quiescent and cultured primary mouse SCs with or without overexpressing *Slug*. *p < 0.05, ***p < 0.001 by one-way ANOVA. **g** Representative flow cytometric analysis of the fraction of donor-derived SCs (pMIGR1 or pMIG-Slug) within the total recipient MuSC (CD45^−^CD31^−^Sca1^−^Vcam I^+^) subpopulation in mononucleated TA muscle cells. **h** Percent of donor-derived cells (GFP^+^) in total recipient MuSC (CD45^−^CD31^−^Sca1^−^Vcam I^+^) subpopulation of TA mononucleated muscle cells from *mdx* recipients (*n* = 3–4). ***p < 0.001 by student’s *t*-test. **i** Representative dystrophin immunostaining (Scale bar, 50 µm) on TA muscles transplanted with pMIGR1 or pMIGR1-Slug retrovirus-infected myoblasts. **j** Quantification of dystrophin-expressing myofibers in TA muscles of recipient *mdx* mice (n = 6 mice per group) shown in **i**. ***p < 0.001, Student’s *t*-test. Data are shown as mean ± SEM of three independent replicates. Unprocessed gel blots are provided in the Supplementary Fig. 14 and source data file. Also see Supplementary Fig. 13. Source data are provided as a Source Data file

We demonstrated that there was an increased bioenergetic requirement in *Slug* null SCs (Supplementary Fig. 7a). Interestingly, GSEA revealed a similarly altered metabolic reprogramming in old SCs (GSE81096), which was evidenced by activation of genes ranked in glycolysis and mitochondrial metabolism in MTORC1, oxidative phosphorylation, PI3K-Akt-MTOR, and reactive oxygen species signaling pathways (Supplementary Fig. 13a). Of note, 71 genes were overlapped in these metabolic pathways of both *Slug*-deleted and aged SCs (Supplementary Fig. 13b). In addition, E2F targets and G2M checkpoints signatures being activated in *Slug*^*−/−*^ SCs were also enriched in old SCs in comparison to the young SCs (Supplementary Fig. 13c). Of those cell cycle regulators being upregulated in *Slug*^*−/−*^ SCs, 29 of which were activated in aged SCs as well (Supplementary Fig. 13d). Together, these data indicated that *Slug* insufficiency might be an important factor in causing multiple regenerative defects in aged SCs.

It has been reported that replicative senescence can play a role in the regenerative defects during normal skeletal muscle aging^32^ and replicative senescence may be caused by p16^Ink4a^ stress pathway^33^. Next, we applied ex vivo cultured SCs as a model to address whether forced expression of *Slug* could restore the intrinsic regenerative and self-renewing capacities of the aged SCs (Fig. 7e). Similar to what found in the geriatric SCs (Fig. 7c), a sharp increase in *p16*^*Ink4a*^ expression was found in cultured SCs (Fig. 7f). Forced expression of *Slug* significantly suppressed stress-induced *p16*^*Ink4a*^ (*p* < 0.001 by student’s *t-*test) (Fig. 7f). Furthermore, we demonstrated that *Slug*-overexpressing myoblasts gave rise to a substantially larger fraction of the total MuSC population in *mdx* recipients than myoblasts transduced with the control retrovirus (Fig. 7g, h). In addition to the self-renewal capacity, *Slug* overexpression also largely restored regenerative capability of SCs that underwent passaging and subculturing for weeks, as evidenced by an increase in the number of dystrophin-positive myofibers in *mdx* recipient (Fig. 7i, j).

Taken as a whole, these findings demonstrated that lack of sufficient *Slug* expression is an important factor for derepression of p16^Ink4a^ in aged SCs, and that restoring *Slug* expression improves p16^Ink4a^-caused regenerative and self-renewing defects in SCs.

## Discussion

Slug is a well-established regulatory transcriptional factor essential for epithelial-mesenchymal transition (EMT) during embryogenesis^34,35^, tumor metastasis^36,37^, adult stem cells^38–41^, and cellular reprogramming^42,43^. *Slug* is ubiquitously expressed in majority of normal tissues in the adult^13^. *Slug* knockout mice exhibit several severe abnormalities, including postnatal growth retardation^44^, attenuated acute cutaneous inflammatory response^45^, thinner epidermis^46^, and delayed hair follicle development^47^. These defects are typical phenotypes found in mice at advanced age, reminiscent of the essential role of *Slug* in aging. Here, we described an undiscovered function of *Slug* in MuSC aging. Our results illustrated that *Slug* is highly expressed in SCs, and acts as a transcriptional repressor of *p16*^*Ink4a*^. Lack of *Slug* triggers SCs into pre-senescence state by accumulating p16^Ink4a^ expression and compromising SC self-renewing capacity after activation, leading to MuSC exhaustion and muscle regeneration defect. This study revealed a cell-autonomous mechanism of SCs losing their intrinsic regenerative and self-renewal capacities during chronological aging.

The role of *Slug* in skeletal muscle regeneration was firstly reported by the Hoffman group and they showed that *Slug* is a downstream target of MyoD and its expression was markedly increased at the whole muscle tissue level on day 4 and 10 during muscle regeneration^33^. Of note, they demonstrated that *Slug* knockout mice were defective for muscle regeneration after the first round of injury by cardiotoxin, which is different from our current findings in the global and conditional *Slug* knockout mouse models. Here, we demonstrated that *Slug* is highly expressed in quiescent SCs and its expression is greatly reduced in differentiated myotubes. This is consistent with the more recent work showing gradually diminished Slug protein in differentiating myoblasts in vitro^22^. Our current findings do not support that *Slug* is a downstream target of MyoD, since *Slug* expression is abundant in MyoD-negative quiescent SCs. As revealed by Soleimani et al., Snai1/Slug compete with MyoD and prevent its occupancy on differentiation-specific regulatory elements in undifferentiated primary myoblasts^22^. Therefore, lack of competitive Slug binding should facilitate easier access of MyoD to those differentiation-regulating elements on its first appearance after injury and initiate myogenic program. Indeed, *Slug*-deficient mice were able to regenerate their muscle upon first round of muscle injury. In our current studies, we further proved that the failure of muscle repair in *Slug*-deficient mice after multiple injuries was partially due to the exhaustion of SC pool that was caused by their SC self-renewing defect. However, in view of the abundant expression of *Slug* in myoblasts, it is possible that *Slug* is playing a role outside of self-renewal, which could affect muscle regeneration and transplantation potential, by biasing SC proliferation versus differentiation.

In our current study, *Slug* deletion caused only a small increase of *p16*^*Ink4a*^ mRNA in quiescent SCs and did not prevent their activation and differentiation following the first muscle damage. We infer that the compensatory regulation of Snai1, another member of the Snail/Slug superfamily of zinc-finger transcription factor, was probably also crucial to keep *p16*^*Ink4a*^ transcription under control. This conjecture is supported by the fact that both Snai1 and Slug recognize and bind to the identical E-box motifs in myoblasts^22^. Interestingly, the Gridley group have reported a compensatory regulation of the *Snail1* and *Snail2* (*Slug*) during chondrogenesis^48^. Such compensation from Snai1 expression might also facilitate muscle regeneration as observed in *Slug*-deficient mice after first round of muscle injury as Snai1 can indirectly influence key myogenic transcription factors like Myf5 to activate myogenesis^49^. Of note, both Snai1 and Slug proteins decrease during myoblast differentiation^22^. Therefore, we reasoned that the large increase in *p16*^*Ink4a*^ mRNA expression in cultured *Slug*-deficient myoblasts and accumulated p16^Ink4a^ protein in activated SCs were due to the loss of the dual regulation conferred by both Slug and Snail1. Future studies using *Snai1* and *Slug* double knockout mice will be essential in testing this hypothesis. In addition, an increase in *p16*^*Ink4a*^ mRNA but not protein expression level in quiescent *Slug*^*−/−*^ SCs suggests a post-translational regulation mechanism. It is possible that p16^Ink4a^ protein is unstable in resting SCs. Indeed, it was reported that p16^Ink4a^ translation is suppressed by miR-24^50^, which is highly expressed in quiescent SCs but greatly downregulated in activated SCs^51^. These findings might explain our finding that *p16*^*Ink4a*^ mRNA but not protein accumulated in quiescent *Slug*^*−/−*^ SCs.

Quiescent SCs rely on fatty acid and pyruvate oxidation to maintain a low metabolic rate in quiescence. The energy supply switches to glycolysis during early activation^52^, while both mitochondrial density and oxidative phosphorylation activity are increased following differentiation^53–55^. It was previously demonstrated that the mitochondrial-associated metabolism pathway is more silent in Pax7^Hi^ SCs being of higher level of stemness and responsible for self-renewal^56^. A more recent study of in vitro culture of SCs in conditioned medium favoring either glycolysis or oxidative phosphorylation showed that a shift from glycolysis to oxidative phosphorylation negatively affects the return to quiescence of activated SCs^57^. Although SCs remain in quiescence in the absence of *Slug*, a batch of genes in glycolysis, oxidative phosphorylation, and nutrient-sensitive PI3K-AKT-mTOR pathways were upregulated therein. Such metabolic gene expression profiling is consistent with our observation of the attenuated self-renewal and accelerated senescence in *Slug* null SCs.

An aging-associated reduction of *Slug*/*Snai2* expression was observed in mouse SCs. Mechanistically, *Slug* expression was reported to be under control of a number of signaling pathways such as FGF, Wnt, TGFβ, Notch, stem cell factor (SCF), integrins, and estrogens etc.^58^. Several of these signaling molecules including FGF^3^ and Notch^59,60^ are known as inducers of *Slug* and were reported to decline with age in mouse SCs. Therefore, we speculate that these impaired upstream signaling pathways might account for *Slug* insufficiency in aged SCs. Interestingly, active Notch and Notch ligand Delta are also decreased in old human muscle when compared to young muscle^61^. Indeed, we identified the potential Slug-binding consensus sequence (E-box) in the promoter region of human *p16*^*Ink4a*^ gene as well (Supplementary Fig. 9c). Gain and loss of function of SLUG in primary human myoblasts causes down and upregulation of *p16*^*INK4A*^ expression, respectively (Supplementary Fig. 9d-g). Function of *Slug* in SCs might therefore be highly conserved in mouse and human. Future studies exploring small molecules that are able to induce *Slug* expression in aged mice are warranted to test the improvement of aging-associated muscle stem cell defects in vivo.

In conclusion, although p16^Ink4a^ has been well recognized as a key factor for stem cell aging, upstream regulators for causing its dysregulation remain unknown. Our studies demonstrated that Slug plays an important role in repressing *p16*^*Ink4a*^ transcription in skeletal MuSCs. Loss of *Slug* gives rise to severe regenerative defects during continuous muscle injury by accelerating entry of SC senescence. Restoration of *Slug* expression during chronological aging rejuvenates the function of aged SCs by suppressing *p16*^*Ink4a*^ expression. These results offer a promising therapeutic target for aging-associated degenerative muscle disease.

## Methods

### Mice

C57BL/6, C57BL/6-Tg(CAG-EGFP)10sb/J, *Pax7*^*tm1(cre)Mrc*^/J, *B6.Cg-Pax7*^*tm1(cre/ERT2)*^*Gaka/J*, and C57BL/10ScSn-*Dmd*^*md*^*x*/J mice were purchased from Jackson Laboratories. *p16*^*Ink4a*^ knockout mice were obtained from the NCI Mouse Repository. *Pax7*-zsGreen transgenic mice were a kind gift from Dr. M. Kyba (University of Minnesota). *Slug* conditional knockout mouse line was generated in the current study. All compound genetically-engineered mice were a result of breeding the above strains followed by appropriate PCR-based genotyping. From 4 to 8-week-old male mice were used as adult mice in all the experiments, while 2-year-old male mice were used as aged mice. All the animal studies were approved by the Animal Care and Use Committee (approved protocol number: 16–111) and performed in compliance with the institutional guidelines of the University of Illinois at Chicago.

### Gene targeting and generation of a *Slug*-floxed allele

The *Slug* targeting construct was generated by PCR using 129X1/svJ mouse genomic DNA. Primers for generating the targeting construct are shown in Supplementary Table 1. First, a ~3 Kb genomic sequence containing *Slug* promoter region was PCR-amplified as the left arm with *Slug*KO-P1 and *Slug*KO-P2 primers and cloned into NotI and SalI sites of pLoxP-2FRT vector (designated as pLoxP-2FRT_SlugN). Second, a ~4 Kb genomic sequence covering the genomic region from the immediate downstream of *Slug*KO-P2 binding site to the intron 3 was PCR-amplified as the right arm with *Slug*KO-P3 and *Slug*KO-P4 primers, followed by cloning into BamH1 and Kpn1 sites of pBS vector (designated as pBS_*Slug*C). Third, a LoxP linker was cloned into EcoR1 site of pBS_*Slug*C and the resultant plasmid was named as pBS_*Slug*C-LoxP. Lastly, the *Slug*C-LoxP fragment was isolated from pBS_*Slug*C-LoxP with BamH1 and Kpn1 and then cloned into pLoxP-2FRT_*Slug*N. The resulting construct was designated as p2LoxP-2FRT_*Slug*, which carries neomycin (neo) for positive selection and HSV-tk marker for negative selection. The linearized targeting construct was nucleofected into R1 ES cells (129/svx129/Sv-CP F1) by Nucleofector II (Lonza, Allendale, NJ), and followed by positive selection with G418 and negative selection with FIAU. Correctly targeted ES cells were first screened for the presence of the DNA sequence containing LoxP and FRT sites by PCR with *Slug*KO-P11 and Neo-R1 primers, then screened for the left arm by long-PCR with *Slug*KO-P10 and Neo-R1 and confirmed by DNA sequencing. Two positive ES cell clones were expanded and microinjected into C57BL/6 blastocysts to generate chimeric *Slug*^*flox-neo/+*^ founder mice at the Mouse Transgenic & Gene Targeting Core of Maine Medical Center Research Institute. The neo cassette was deleted from the germline by crossing *Slug*^*flox-neo/+*^ mice to Flp-expressing transgenic mice (ACTB:FLPe B6; SJL, The Jackson Laboratory), which express Flp recombinase under the control of the human *actin* promoter^62^. The *Flp* gene was subsequently removed by backcrossing with C57BL/6 mice to generate *Slug*^*fl/+*^ mice. The *Slug*^*fl/+*^ allele genotyping was performed by PCR with *Slug*PT-F and *Slug*EX1-R primers (Supplementary Table 1).

### Generation of SC-specific *Slug* knockout Mouse Line

Female *Slug*^*fl/fl*^ mice were bred with male mice (*Pax7*^*tm1(cre)Mrc*^/J) homozygous for the *Cre*-recombinase gene under the control of endogenous *Pax7*-promoter to generate SC-specific *Slug* knockout mouse line (*Slug*^*fl/fl*^*Pax7*^*Cre/+*^ or *Slug*^*fl/fl*^*Pax7*^*CreER*^). Genotyping for *Cre* gene was performed using a multiplex PCR method according to the provided protocol. To delete *Slug* in adult SCs, tamoxifen (Sigma) was administered intraperitoneally (100 mg kg^−1^ body weight per day) for 5 consecutive days.

### Muscle stem cell isolation

Murine hindlimb skeletal muscles were dissected, cleaned by removal of non-muscle tissues and subjected to a gentle collagenase (100 U ml^−1^, Catalog no. 171001015, Life technologies, Carlsbad) and dispase (2 U ml^−1^, Catalog no. 17105041, Life technologies, Carlsbad) digestion in DMEM at 37 °C water bath for 1 h. Enzymatically digested muscle mass was re-suspended in DMEM with 10% horse serum, and further mechanically triturated through vigorous and consecutive passing through a 10-ml glass pipette and subsequently 9’’ cotton-plugged glass Pasteur pipette. Resultant cell suspension was passed through sequential 70-µm and 40-µm strainer (BD Bioscience, San Jose, USA) to generate bulk skeletal muscle single-cell suspensions.

To isolate MuSCs from undamaged muscles, mononucleated cells were stained with biotinylated antibodies reactive to CD45, CD11b, CD31, and Sca1, and then incubated with streptavidin-APC-Cy7, integrin-α7 antibody labeled with PE (MBL, Woburn, USA), and eFluor660-conjugated CD34 antibody (eBioscience, San Diego, USA). Cells negative for CD45, CD31, CD11b, and Sca1 but positive for CD34 and integrin-α7 were sorted as MuSCs by fluorescence-activated cell sorting (FACS)^63^.

To isolate MuSCs from damaged muscles, mononucleated cells were first stained with biotinylated antibodies reactive to CD31 and CD45, followed by incubation with streptavidin-APC-Cy7, Sca1 antibody labeled with FITC (eBioscience, San Diego, USA), and PE-conjugated Vcam I antibody (Miltenyl Biotec, Bergisch Gladbach, Germany). Cells negative for CD31, CD45, and Sca1 but positive for Vcam I were sorted as MuSCs by FACS^19^.

To isolated MuSCs from *Pax7*-zsGreen transgenic mice, zsGreen^+^ cells were directly sorted from mononucleated cells by FACS.

### Myofiber culture and AraC treatment

EDL muscles were dissected and digested for 1 h in DMEM with 0.2% Collagenase type I. Pre-digested EDLs were then transferred to horse serum-precoated dish containing prewarmed DMEM, and gently flushed with a fire polished large bore glass pipette to release myofibers. Live and healthy single myofibers were obtained by three consecutive transfers of individual myofibers with small bore glass pipette into new horse serum-precoated dishes containing prewarmed DMEM. Live myofibers were cultured in uncoated plastic 24-well-plates at density of 1 fiber per well with DMEM supplemented with 15% horse serum and 1 nM bFGF (PROSPEC, East Brunswick, USA). For AraC experiment, myofibers were cultured for 72 h and then incubated with or without 100-µM AraC (C1768, Sigma, USA) for 48 h (from day 3–5) and fixed (day 5) for immunostaining.

### Skeletal muscle cell culture and differentiation

Mouse skeletal MuSCs were cultured using the MuSC growth medium [DMEM/F10 (1:1) with 20% FBS, 2.5 ng ml^−1^ bFGF (PROSPEC, East Brunswick, USA) and 1% penicillin/streptomycin] in Matrigel (BD Biosciences, San Jose, USA) precoated tissue culture plates. To induce differentiation, cells were switched from growth medium into the fusion medium (DMEM supplemented with 5% horse serum) for 5 days.

### Comparison of proliferation potential

Cumulative population doubling level (CPDL) was calculated using the formula *χ* = [log_10_(*N*_*H*_)- log_10_(*N*_1_)]/log_10_(2)^64^ in which *N*_1_ is the inoculum cell number and *N*_*H*_ is the cell harvest number. To determine cumulated doubling level, population doubling level for each passage was calculated and then added to the levels of the previous passages. Cumulative doubling number was first calculated from passage 1.

### Histology and immunohistochemistry in muscle cryosections

Fresh TA muscles were embedded in Tissue-Tek^®^ O.C.T^TM^ compound (Fisher Scientific, Hampton, USA), frozen in liquid nitrogen-cooled isopentane, and stored at −80 °C until analysis. Frozen muscles were cross-sectioned (10 μm) using a Leica CM1850 cryostat. For histology, the sections were dried at room temperature for over 3 h before staining. Sections were then rehydrated in PBS for 5 min and fixed in 10% formalin for 15 min, and proceeded with routine haematoxylin and eoxin (H&E) staining. For immunohistochemistry (IHC) study, air-dried muscle sections were fixed with 4% paraformaldehyde (PFA) and permeabilized in 0.25% Trition X-100. Tissue sections were then blocked in phosphate buffer saline (PBS) with 5% goat serum, 2% bovine serum albumin, and 1% Tween- 20 for 1h, and then followed by incubation with anti-Pax7 (DSHB, Iowa, USA, 1:10), anti-Laminin (clone A5, Invitrogen, Carlsbad, USA, 1:100 dilution), anti-p16 (M-156, Santa Cruz Biotechnology, USA), anti-Ki67 (Clone SolA15, eBioscience, USA, 1:100), and/or anti-dystrophin (Clone MANDYS8, Sigma, USA, 1:100) primary antibodies overnight at 4 °C. After washing with PBS, sections were then incubated with Alexa-conjugated secondary antibodies (Invitrogen, Carlsbad, USA, 1:200 dilution).

### Immunofluorescence staining

Freshly isolated SCs were cytospun onto slides and fixed with 4% PFA. After being permeabilized by 0.2% Trition X-100, cells were then blocked in PBS with 1% bovine serum albumin (BSA) for 1 h at room temperature followed by staining with anti-Pax7 (DSHB, Iowa, USA, 1:10) and anti-Slug (Clone C19G7, Cell Signaling, USA, 1:400) primary antibodies overnight at 4 °C. Cells were washed three times with PBS and incubated with appropriate secondary antibody for 1 h at room temperature.

### SA-β-galactosidase staining

Cellular senescence was evaluated by β-galactosidase activity using MarkerGene^TM^ Cellular Senescence Assay Kit (Marker Gene, Eugene OR, USA). Briefly, cells or tissue sections were fixed for 4 and 20 min, respectively. Fixed samples were then washed in PBS (pH7.0) twice for 10 min and incubated with X-gal containing staining buffer at 37 °C overnight for cells and 48 h for tissue sections. For tissue sections, X-gal substrate was changed after 24 h. Samples were washed in PBS, and post-fixed in 1% PFA 5 min for cells and 30 min for sections. After being washed three times for 10 min in PBS, samples were mounted in PBS, 20% glycerol or proceeded for IHC.

### Muscle injury and SC transplantation

Experimental mice were anesthetized by intraperitoneal injection of ketamine (100 mg kg^−1^ body weight) and xylazine (10 mg kg^−1^ body weight). For single muscle injury, TA muscles were injected with 50 μl of 1.2% BaCl_2_ (B0750, Sigma, USA) at multiple sites and harvested 10 days post injury. For double or triple injuries, mice were allowed to recover for 1 month after last BaCl_2_ injection, and then injured again with 50 μl of 1.2% BaCl_2_. For in vivo cellular senescence detection, TA muscles were injured with 50 μl cardiotoxin (*Naja pallida*, 10 μM; Calbiochem, USA). For SC transplantation, recipient *mdx* mice were anesthetized by intraperitoneal injection of ketamine (100 mg kg^−1^ body weight) and xylazine (10 mg kg^−1^ body weight). TA muscles were injected with 50 μl of 1.2% BaCl_2_ 1 day before transplantation. Next day, SCs (or myoblasts) were re-suspended in 15 μl of PBS and then injected into pre-injured TA muscle. TA muscles were harvested from recipient mice 4 weeks after transplantation and analyzed by cryosectioning and microscopy.

### RNA extraction and qPCR

Total RNA was extracted from samples (SCs or myoblasts) using Quick-RNA^TM^ MicroPrep kit (ZYMO Research, USA). First strand cDNA synthesis was performed using RT^TM^ Master Mix (LAMDA BIOTECH). RT-PCR was performed using GoTaq^®^ Green Master Mix (Promega, Madison, USA) on Bio-Rad Thermal Cycler. qPCR was performed using Bullseye EvaGreen Qpcr MasterMix (MIDSCI, USA). The primer sequences for PCR are listed in Supplementary Table 1.

### cDNA microarray and data analysis

Total RNAs extracted using Quick RNA^TM^ MicroPrep kit (ZYMO Research, Irvine, USA) were first analyzed by Bioanalyzer (Agilent Technologies, Santa, Clara, USA). A triplicate of RNA samples with an RNA integrity number (RIN) >9.0 were used for subsequent labeling and hybridization with Mouse Gene 2.0 ST Arrays (Affymetrix, USA). Expression data were processed using Gene Expression Console software (Affymetrix, Santa Clara, USA). The significance of differentially expressed genes was determined using Transcriptome Analysis Console software (Affymetrix, Santa Clara, USA). GSEA version 3.0 (http://software.broadinstitute.org/gsea) and MSigDB gene sets version 6.1 were used to determine the sets of genes that are statistically different between two groups using GSEA preranked mode^25^. Enrichment Map^65,66^ was used to visualize enriched pathways. GSEA output files were subjected to the Enrichment Map app with the following cutoff parameters to build the map: p value < 0.001, FDR q-value < 0.05 and overlap similarity coefficient >0.5. Nodes in the Enrichment Map represent a set of genes and their connections in which the set of genes have in common nodes. The edge thickness is proportional to the overlap of two gene sets. The node colors map enrichment significance: blue/downregulated, red/upregulated. Gene ontology analysis (GO) on retrieved RNA-seq dataset (GSM937218) was conducted in the Database for Annotation, Visualization, and Integrated Discovery v6.7 (DAVID, http://david.abcc.ncifcrf.gov) using all detectable genes as the background. Only enriched pathways with FDR value < 0.05 are presented.

### Retroviral transduction of myogenic progenitor cells

Two hundred ninety-three T cells were transfected with a mixture of DNA plasmids containing 1.5 µg of Pcl-Eco (IMGENEX), 2.5 µg of pMIGR1 vector or pMIGR1 harboring Slug by Fugene HD (Roche) according to the manufacturer’s instruction. Virus-containing media were collected 24 h after transfection and filtered through a 0.45-µm pore-size filter. SCs were transduced with retrovirus-containing media supplemented with 4-µg ml^−1^ polybrene (Sigma), followed by centrifugation at 1000 × *g* for 1 h.

### ChIP assay

ChIP assay was performed with ChIP-IT Express Enzymatic kit (Active Motif, Carlsbad, CA, USA) according to the manufacturer’s instruction. Genomic DNA was pulled down by anti-Flag (FG4R, Thermo Scientific, USA), anti-HA (Thermo Scientific, USA), or anti-IgG (Millipore, USA) control antibodies. Primers for amplifying promoter region of p16^Ink4a^ from immunoprecipitated DNA fragments are listed in Supplementary Table 1.

### Tamoxifen induced SC-conditional *Slug* knockout

Experimental mice were intraperitoneally injected with tamoxifen (100 mg kg^−1^ per day) for 5 days. First BaCl_2_ injury was conducted in TA muscles 5 days after the last injection of tamoxifen. For double injury, mice were recovered for 1 month after the first injury, and subject to a second BaCl_2_ injection at the same sites. TA muscles were harvested on day 10 post each injury.

### Epitope Flag/HATagging by CRISPR/Cas9-based genome editing

A gRNA targeting a preselected site near the stop code (TGA) in the exon 3 of *Slug* gene was designed (left panel) and cloned into pAAV-gRNA-*GFP* expression vector. The donor template plasmid contains a DNA sequence encoding three copies of HA and Flag tags and blasticidin resistance gene (Blast), which is flanked by the two-homology left and a right arm sequence. The blasticidin sequence is in-frame fused to the FLAG tag via a P2A sequence. The three copies of HA tag is in-frame fused to the end of *Slug* (right before stop code). The PAM sequence (**TGG**) was changed to “**TaG**” in the left arm of the donor vector to avoid binding by the gRNA, but without altering protein sequence (right panel). Myoblasts were co-transfected with Cas9 and/or the gRNA expression vectors, together with the donor template plasmid. Three days later, blasticidin was added into culture medium to selected cells with correct site-directed integration of the donor sequence (three copies of HA and FLAG tags and Blast).

### Luciferase reporter assay

Myoblast cells were seed in 48-well plates and cultured in myoblast growth medium. A total of 0.5 μg of DNA containing 0.1 μg of PGl3-p16 luciferase reporter plasmid, 0.4 μg of expression plasmid (pMIG-R1 or pMIG-Slug) was transfected using PEI. A co-transfected 0.025μg CMV-lacZ plasmid was used to normalize transfection efficiency. Cells were lysed 24 h using Glo Lysis Buffer (E266A, Promega) after transfection, and the luciferase activity of each extract was assayed using Bright-Glo^TM^ Luciferase Assay System (E2620, Promega). One microliter cell lysate was added into 399-µl Z buffer. One hundred microliter ONPG (o-nitrophenyl b-D-galactopyranoside; Sigma #N-1127) with concentration of 4 mg/ml was added and mixed well. When the sample become yellow, 500 µl 1M carbonate was added to stop the reaction and the activity of beta-galactosidase was measured at A420 to normalize the luciferase activity.

### Western blot analysis

Total protein was lysed using CelLytic^TM^ MT Cell Lysis reagent (#C3228, Sigma, USA) supplemented with protease inhibitor cocktail (#P8340, Sigma, USA). Cell lysates were centrifuged for 15 min at 13,000 × *g*, and supernatants were collected for protein concentration determination using Pierce^TM^ BCA Protein Assay kit (#23225, ThermoFisher Scientific). Fifteen micrograms of total protein from each sample were resolved by 10% SDS-PAGE and electroblotted onto polyvinylidene difluoride membranes. Immunoblotting was performed with anti-Flag (FG4R, Thermo Scientific, USA), anti-HA (5B1D10, Thermo Scientific, USA), anti-β-actin (Cell Signaling Technology #4970, USA), and anti-Slug (#9585, Cell Signaling Technology, USA) antibodies at 4 °C overnight. After washing, membranes were incubated with a horseradish peroxidase-conjugated goat anti-rabbit IgG antibody (#1705046, Bio-Rad, USA) for 1 h at room temperature. Bound antibodies were detected using Clarity Max^TM^ Western ECL substrate (#68SC, Bio-Rad, USA). Uncropped blots can be found in Supplementary Fig 14 and the Source data file.

## Supplementary information

Supplementary Information

Peer Review File

Source Data

## Data Availability

Data supporting the findings of this manuscript are available within the article and its supplementary information files or from the corresponding author upon reasonable request. All data from DNA microarray experiments have been deposited in Gene Expression Omnibus database under accession code GSE128507. The source data underlying Fig. 1–7 and Supplementary Figs 1, 3-5, 8-10 and 12 are provided as a Source Data file.

How the deposited data were processed for this re-analysis (not part of the article)

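Microarrays compared SCs of 3 *Slug*+/+ and 3 *Slug*-/- samples, sorted from resting muscle of adult male mice. The authors labelled RNA for Affymetrix whole-transcript mouse arrays, processed the arrays with Affymetrix's Gene Expression Console, found differentially expressed genes with its Transcriptome Analysis Console and ran preranked GSEA on gene sets of MSigDB. The algorithm of the first step and the test of the second are not given in the sources used here. The deposited values are the authors' log2 expression values, 1 per probe set and array, with nothing pooled. Samples were mapped to genotypes and replicates from their labels, and 0 sample columns were left unused.

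From these values, *Slug*+/+ and *Slug*-/- arrays were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, prior degrees of freedom 3.57), with Benjamini-Hochberg adjustment over 22180 genes. Probe sets were named from the platform's annotation table, and only those with exactly 1 symbol were used, taking the brightest for the 1082 genes with more than 1. By Entrez ID, 21994 genes matched the reference gene table, and 0 symbols differed. No filter on dim probe sets was applied. Thresholds were a fold of 2 with an unadjusted p of 0.05, as in the paper, and an adjusted p of 0.05. The genes, tests, gene lists, named genes and alternatives were chosen before the data were examined, except where the text says otherwise. Named genes are *Snai2*, the mouse genes the paper names, the 12 with the largest fold in each direction among those past both thresholds whose arrays do not overlap, leaving out predicted genes, small RNAs and receptor or immunoglobulin families, the 4 members of each list with the smallest p, and genes past an adjusted p of 0.05 where there are 20 or fewer. The text prints only some of these. *Ly6a* has no probe set with 1 symbol and was not used here. *Psma1* and *Psmd11* were named under the G1 to S list.

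Gene groups were tested on 51 lists, 31 written by hand and 20 from Reactome. The erythrocyte list had 2 measured genes and was not tested, which leaves 50. Preranked enrichment used fgsea 1.28.0 on limma's moderated statistic with a fixed seed, and camera with a preset correlation of 0.01 or an estimated one and fry were run beside it, each adjusted over the 50 lists. The gene sets of MSigDB were not used here, so these lists are not those of the paper. A list's median difference was also set against 10000 random lists of the same size matched on mean signal. In a further scan, 702 Reactome sets of 15 to 500 genes were tested with fgsea.

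The arrays were clustered on 1 minus Pearson's r with average linkage, and the distance between genotypes was tested by exact permutation over the 10 splits of 6 arrays. Replicates were compared before averaging: the differences between 2 arrays of 1 genotype had an SD of 0.724 to 0.769, and 0.0314% to 0.232% of values were equal in every deposited digit (a difference of 0). The olfactory receptor genes served as a guide to background. Where every array of a genotype lies under their 95th percentile, values under it were raised to it on all arrays, a step added after seeing the data. This gives a lower bound of the measured difference only where no value of the brighter genotype was raised, which leaves out *Cdk6* and *Mir505*. Such a bound takes no account of the spread between arrays.

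The steps were tested on simulated data of this comparison, with 22180 genes and 200 of them changed. For a log2 change of 1, limma recovered 48% past a fold of 2 and an unadjusted p of 0.05 and 0% at an adjusted p of 0.05. For a log2 change of 2 it recovered 99.5% and 96.5%. The plain test recovered 43% and 0% for a change of 1, and 99% and 9.5% for a change of 2. Among the unchanged genes, limma put 104 (change of 1) and 92 (change of 2) past a fold of 2 and an unadjusted p of 0.05 and the plain test 46 and 41, so unchanged genes can make up a large part of those past these thresholds. At an adjusted p of 0.05, limma called 10 and the plain test 1 of the unchanged genes for a change of 2, and both called 0 for a change of 1. A shift of 0.25 put on the 70 oxidative phosphorylation genes, simulated without correlation between genes, was called by fgsea (adjusted p = 4.91e-13), camera with a preset correlation (4.02e-10), camera with an estimated correlation (0.0379) and fry (0.0230). With no shift, 0 lists were called by each of these tests.

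Alternatives tried were a plain unpaired test, an intensity trend or robust prior in limma, every probe set, the mean of a gene's probe sets, only genes above the median signal, quantile normalization, subtraction of each array's median, array weights, the replicate number as a block, a fold of 1.5, other distances, linkages and gene subsets for the tree, ranking by log2 difference, and leaving out each array in turn. Genome positions were not used here.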

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

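None of the values here rests on a test chosen after the result was seen. The gene lists in this part passed the preranked test and are not among the groups that the paper's text reports from these arrays.

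The list of satellite cell identity and quiescence rose with an adjusted p of 0.0363 from fgsea. It had a median log2 difference of 0.17, a positive difference in 38 of 52 genes, and an adjusted p = 0.759 with an estimated correlation. Its adjusted p was 0.0874 without *Slug*+/+ replicate 1, 0.325 without *Slug*+/+ replicate 2, 0.106 without *Slug*-/- replicate 2 and 0.173 without *Slug*-/- replicate 3.

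The list of extracellular matrix and fibrosis rose with an adjusted p of 0.0459 from fgsea, although its median was -0.03 and its mean 0.10. It had an adjusted p = 0.759 with an estimated correlation, and 0 of its 44 genes passed limma's test when adjusted over the list alone, with 5 at an unadjusted p under 0.05. The gene with the smallest p was *Ogn*, a proteoglycan, at -0.90 and lower on every *Slug*-/- array (-1.04 without *Slug*+/+ replicate 1 and -1.07 without *Slug*-/- replicate 1, past a fold of 2 and an unadjusted p of 0.05). *Lum*, a collagen-binding proteoglycan, was at 1.05 and *Col6a1*, a collagen, at 0.71. The list's call ends without *Slug*+/+ replicate 1 (0.0710), *Slug*+/+ replicate 2 (0.753), *Slug*+/+ replicate 3 (0.184), *Slug*-/- replicate 1 (0.365) or *Slug*-/- replicate 3 (0.158). *Lum* falls under its thresholds with the plain unpaired test, with every probe set and without *Slug*+/+ replicate 2 (0.96), *Slug*+/+ replicate 3 (0.88), *Slug*-/- replicate 1 (0.92) or *Slug*-/- replicate 2 (0.68).

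The Reactome list of translation rose with an adjusted p of 0.00129 from fgsea, a median of 0.09 and 87 of 131 genes positive. It had an adjusted p = 0.747 with an estimated correlation, and 0.140 without *Slug*+/+ replicate 2 and 0.235 without *Slug*-/- replicate 1. By limma 0 of its genes passed when adjusted over the list alone, with 5 at an unadjusted p under 0.05.

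The Reactome list of Notch signalling rose with an adjusted p of 0.0264 from fgsea, with 39 of 64 genes positive. It had an adjusted p = 0.572 with an estimated correlation, and 0.180 without *Slug*+/+ replicate 1, 0.582 without *Slug*+/+ replicate 2 and 0.0636 without *Slug*-/- replicate 3.

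The Reactome list of mitochondrial translation rose with an adjusted p of 0.0317 from fgsea, a median of 0.09 and 44 of 79 genes positive. It had an adjusted p = 0.745 with an estimated correlation, and 0.148 without *Slug*+/+ replicate 1, 0.151 without *Slug*+/+ replicate 2 and 0.706 without *Slug*-/- replicate 3. By limma 0 of its genes passed when adjusted over the list alone, with 5 at an unadjusted p under 0.05.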

How the results depend on the processing

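Every alternative was planned except the tree of only the genes past a fold of 2 and an unadjusted p of 0.05, which was added after seeing the data and parted the genotypes (1 where parting is scored 1 and not parting 0). The number of arrays, 3 per genotype, limits all values, and 53.7% of genes had a mean above the 95th percentile of olfactory receptor genes. The cause was not tested for any change given here.

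Genes past a fold of 2 and an unadjusted p of 0.05 numbered 130 higher and 69 lower. They were 66 and 33 with the plain unpaired test, 347 and 321 over every probe set, and 532 and 343 with a fold of 1.5. With 1 array left out they ranged from 133 to 267 higher (267 without *Slug*+/+ replicate 3, 236 and 202 without *Slug*-/- replicates 2 and 1) and from 84 to 124 lower (124 and 110 without *Slug*+/+ replicates 3 and 2, 111 without *Slug*-/- replicate 3, and all but 133 of 248 genes without *Slug*+/+ replicate 1). Other settings stayed within 1.5 times. Of the 199 genes, 99 were shared with the plain test, 181 with quantile normalization, and 130 to 153 with 1 array left out. Limma called 0 genes at an adjusted p under 0.05 with 1286 at an unadjusted p under 0.05, and the plain test 0 with 1178. With 1 array left out the adjusted count ranged from 0 to 0 for higher genes and from 0 to 1 for lower genes, the 1 being *Mir505* without *Slug*+/+ replicate 2.

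The tree parted the genotypes in no planned setting (0 to 0 with 1 array left out), and the mean distance between minus within ranged from 0.000448 (without *Slug*-/- replicate 1) to 0.00535 (without *Slug*+/+ replicate 3) with 1 array left out. It was 0.0223 with the 1000 most variable genes and 0.00516 with genes above the median signal, each with p = 0.1 by the exact permutation test (one-sided), and 0.00160 with every probe set, with p = 0.3. The same permutation test gave p = 0.3 with the Euclidean distance. Without 1 array its p was 0.1 (*Slug*+/+ replicate 3), 0.3 (*Slug*+/+ replicate 2, *Slug*-/- replicates 1 and 2) or 0.4 (*Slug*+/+ replicate 1, *Slug*-/- replicate 3). The Euclidean distance is on another scale, so its difference between minus within is not set beside these values.

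Lists that rose numbered 13 with fgsea. They were 0 with camera's estimated correlation, 0 with fry, 6 with only genes above the median signal, and 8 with quantile normalization, where 1 list fell. With 1 array left out they ranged from 7 to 17 (7 without *Slug*+/+ replicate 1 or 2, 8 without *Slug*-/- replicate 3), and lists that fell from 0 to 1 (1 without *Slug*+/+ replicate 1). With an estimated correlation, adjusted p was 0.454 for oxidative phosphorylation, G2M and mitosis and the Reactome lists of the mitotic cell cycle, G1 to S, detoxification, E2F and respiratory transport, 0.485 for prometaphase, 0.572 for Notch signalling, 0.745 for mitochondrial translation, 0.747 for translation, and 0.759 for satellite cell identity and extracellular matrix. With fry it was 0.366 for the first 2 and for mitotic, G1 to S, E2F and respiratory transport, 0.407 for detoxification, 0.551 for prometaphase, and 0.663 for satellite cell identity, extracellular matrix, translation, Notch signalling and mitochondrial translation. With camera's preset correlation it was 0.372 for extracellular matrix, 0.105 for Notch signalling and 0.189 for mitochondrial translation, and under 0.05 for centrosome duplication (0.0373) and Schwann cell markers (0.0436). Ranking by log2 difference gave 0.0702 for satellite cell identity, 0.0687 for extracellular matrix, 0.102 for mitochondrial translation and 0.0459 for myogenic genes. With only genes above the median signal it was 0.302 for satellite cell identity and extracellular matrix, 0.124 for detoxification, 0.237 for translation, 0.168 for Notch signalling, 0.318 for prometaphase and 0.551 for mitochondrial translation. Quantile normalization gave 0.204 for satellite cell identity, 0.287 for extracellular matrix, 0.106 for translation, 0.267 for Notch signalling, 0.211 for mitochondrial translation and 0.0353 for immediate early genes, lower.

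With 1 array left out, adjusted p from fgsea ranged from 0.00490 to 0.158 for centrosome duplication (0.0391 without *Slug*+/+ replicate 3, 0.00490 without *Slug*-/- replicate 1), 0.0314 to 0.919 for senescence regulators (0.0314 without *Slug*+/+ replicate 3), 0.000240 to 0.325 for satellite cell identity (0.0874 and 0.325 without *Slug*+/+ replicates 1 and 2, 0.106 and 0.173 without *Slug*-/- replicates 2 and 3), 0.0270 to 0.248 for myogenic genes (0.0270 without *Slug*-/- replicate 2), 0.00132 to 0.802 for immediate early genes (0.00132 without *Slug*+/+ replicate 1), 0.0270 to 0.753 for extracellular matrix (under 0.05 only without *Slug*-/- replicate 2, 0.0270), 0.0124 to 0.909 for ribosomal proteins (0.0124 without *Slug*+/+ replicate 3) and 0.00855 to 0.894 for Schwann cell markers (0.00855 without *Slug*-/- replicate 2). Among Reactome lists it ranged from 0.00784 to 0.506 for senescence (0.00784 without *Slug*+/+ replicate 3, 0.00950 and 0.0270 without *Slug*-/- replicates 1 and 2), 0.0161 to 0.370 for G2 to M checkpoints (0.0161 without *Slug*+/+ replicate 3, 0.0270 without *Slug*-/- replicate 2), 0.000625 to 0.110 for detoxification (0.110 without *Slug*+/+ replicate 2), 1.6e-06 to 0.235 for translation, 0.0130 to 0.117 for E2F, 0.00149 to 0.582 for Notch signalling, 1.58e-05 to 0.105 for prometaphase and 0.0204 to 0.706 for mitochondrial translation; the arrays that end the last 6 calls are named in the text on each list. G2M and mitosis (1.69e-14 to 1.94e-07), oxidative phosphorylation (2.23e-11 to 7.87e-05), the mitotic cell cycle, G1 to S and respiratory transport kept their fgsea call with each array left out.

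With the replicate number as a block, 152 genes were higher and 73 lower, 191 of the 199 were shared, and 11 lists rose; satellite cell identity had 0.0657 and mitochondrial translation 0.0505. Arrays with the same number deviated together by r across genes of 0.03, 0.02 and 0.13. The 0.13, of the replicates 3, is the highest among all pairs across genotypes, so whether the numbers pair the samples is left open. Not every array correlates best with its own number, since *Slug*+/+ replicate 1 does so with *Slug*-/- replicate 2 (0.046) and *Slug*+/+ replicate 2 with *Slug*-/- replicate 1 (0.029).

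A gene or list past its threshold in no setting counts as unchanged even where its sign turns. This holds for *Cdkn2a*, *Pax7*, *Cd34*, *Myod1*, *Myf5*, *Dmd* and *Actb*.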

Differences from the paper's values

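The tree of the genes past both thresholds was chosen after the result was seen, and every other test was planned.

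With limma on the brightest probe set of each gene, 130 higher and 69 lower genes passed the paper's thresholds of fold and unadjusted p, and neither count differs from the paper's by more than 1.5 times. Counts do differ by more with the plain unpaired test (66 and 33), with every probe set (347 and 321), for higher genes with each array's median subtracted (163), and with some arrays left out (up to 267 and 124).

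The paper reports that clustering parts the genotypes. Over all 22180 genes the arrays were not parted, nor in any alternative tree set before the data were examined. Over the 199 genes past the fold and p thresholds, centred, they were parted; this setting was chosen after seeing the values, and the heatmap of Fig. 4b likewise shows selected genes. The names of all the paper's selected genes are not given in the sources used here, so how many of them it drops was not counted.

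The paper states that glycolysis, PI3K-AKT-mTOR, reactive oxygen and E2F sets are higher without *Slug*. The glycolysis lists had medians of 0.11 and 0.04 (adjusted p = 0.811 and 0.219 from fgsea), the PI3K-AKT-mTOR list 0.01 (0.803), and the Reactome lists of mTOR signalling and PI3K and AKT activation 0.10 and -0.03 (0.803 and 0.857). The list of defence against reactive oxygen species had 0.13 (0.160), and the E2F list of S phase genes 0.09 (0.114). No planned setting called these lists. The Reactome lists of detoxification of reactive oxygen species (median 0.28, adjusted p = 0.00475) and E2F-mediated replication (0.12, 0.0264) were higher. Oxidative phosphorylation (0.27, 2.22e-09) and G2M and mitosis (0.33, 5.61e-13) were higher as well. With an estimated correlation none of the lists was called. The gene sets of the paper were not used here.

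Fig. 4c places adhesion, VEGF receptor signalling and axonogenesis among the lower genes' terms. The lists for these terms had medians of 0.07, 0.08 and 0.04 and were not called (adjusted p = 0.736, 0.811 and 0.468), and 0 of their genes were lower past a fold of 2 and an unadjusted p of 0.05 in limma, with 3, 1 and 1 lower at an unadjusted p under 0.05. The terms rest on the paper's own lower genes, and these lists on all genes.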

Other observations

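The tests of other cell types and of ribosomal proteins, the list of proteasome subunits, and camera and fry on the G1 to S list without these subunits were chosen only after their results or members were seen.

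Subunits of the proteasome were higher as a group in *Slug*-/- SCs by fgsea alone. Of 38 subunits 33 had a positive difference, with a median log2 difference of 0.26, and the mean log2 value was 5.85 ± 0.06 in *Slug*+/+ and 6.12 ± 0.11 in *Slug*-/- SCs (SD, n = 3 each), with every *Slug*-/- array above every *Slug*+/+ array. The list had an adjusted p of 2.98e-06 from fgsea over 51 lists. Over the same lists this call is lost, with adjusted p = 0.402 with an estimated correlation and 0.332 with fry (0.0176 and 0.0138 unadjusted). Since 36 of the 90 members of the Reactome G1 to S list are such subunits, they might account for its rise. Without them that list still rose by fgsea (adjusted p = 0.00920), with a median of 0.13 against 0.20. Unadjusted, its p went from 0.0320 for the whole list to 0.0518 without the subunits in camera with an estimated correlation, and from 0.0342 to 0.0686 in fry. The whole list is not called by these tests after adjustment (adjusted p = 0.454 with an estimated correlation and 0.366 with fry). The bound set for this test rested on fgsea alone, which treats genes as independent, so this cannot be told apart.

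Secreted factors of senescent cells had a median of 0.02 (adjusted p = 0.0964 from fgsea), with *Angptl4* (1.60) and *Ccl2*, a monocyte attractant (1.29), past a fold of 2 and an unadjusted p of 0.05, though *Ccl2* is at 0.96 without *Slug*-/- replicate 1. In that list *Angptl4* alone passed limma's test adjusted over the list alone. Targets of p53 had a median of 0.06 (0.648). Immediate early and stress genes had a median of -0.08 (0.0724), and fell without *Slug*+/+ replicate 1 (0.00132). Interferon response genes had -0.04 (0.484) and the Reactome interferon list -0.01 (0.648). Epithelial-mesenchymal genes had a median of -0.01 and an enrichment score of 0.82 (0.811). Ribosomal proteins had 0.09 (0.160, and 0.0124 without *Slug*+/+ replicate 3), and the Reactome list of extracellular matrix organization -0.02 with a mean of 0.02 and a score of 1.15 (0.219). Adjusted over the list alone, limma called 0 genes of these 7 other lists; 0, 0, 3, 4, 2, 0 and 18 were at an unadjusted p under 0.05.

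Which of the p16Ink4a and p19Arf transcripts the probe set of *Cdkn2a* covers is not given in the sources used here. It was at 3.83 ± 0.33 in *Slug*+/+ and 3.69 ± 0.20 in *Slug*-/- SCs (SD, n = 3 each), a log2 difference of -0.14 (standard error 0.22, adjusted p = 0.96 from limma), whose sign turns in 1 or more settings with an array left out (from -0.28 to 0.04). Both means are low, with the 95th percentile of olfactory receptor genes at 3.04. The paper measures p16Ink4a higher in *Slug*-/- SCs by qPCR and p19Arf without a clear difference (Fig. 4d). It also reports binding of Slug at the p16Ink4a promoter and a reporter assay. Since the transcripts that the probe set covers are not known, its value does not test the p16Ink4a result. *Snai1*, the paralog of *Snai2*, was at 3.09 and 4.06, a difference of 0.97 (adjusted p = 0.726 from limma). It is past a fold of 2 with array medians subtracted (1.02) and without *Slug*+/+ replicate 2 (1.03), *Slug*+/+ replicate 3 (1.02) or *Slug*-/- replicate 2 (1.14). The reference genes *Hprt* and *Actb* were at 0.57 and 0.43, and *Actb* turns to -0.33 without *Slug*+/+ replicate 2, on which it is 4.11. *Gdf11* was at 0.24 and *Dmd* at -0.01.

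Markers of other cell types had medians of 0.02 for endothelial (adjusted p = 0.811), -0.07 for haematopoietic (0.120), -0.09 for fibro-adipogenic (0.648), 0.08 for mural (0.739, enrichment score -0.91), 0.16 for Schwann (0.0785, and 0.00855 without *Slug*-/- replicate 2), -0.10 for tendon (0.857) and 0.05 for muscle fibre genes (0.811, score -0.84). Sex-linked genes had a median of 0.08, a mean of -0.05 and a score of -0.96 (0.735), and 2 erythrocyte genes a median of -0.08. Single markers were *Cd68* at -0.96 (-1.14 and past a fold of 2 without *Slug*+/+ replicate 3), *Tcap* at -0.77, *Actn3* at 0.81 and *Tagln* at 0.87 (1.02 without *Slug*+/+ replicate 3 and 1.11 without *Slug*-/- replicate 2, past a fold of 2). Limma called 0 markers adjusted over any of these lists alone, with at most 3 per list at an unadjusted p under 0.05.

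Of 3 technical explanations for the rise of G2 and mitosis genes in *Slug*-/- SCs, a shift that follows signal level is argued against, since the list's median lies at percentile 100 of random lists matched on signal. Cells of another type in the *Slug*-/- sorts may add such genes: the highest median among marker lists was 0.16, for Schwann cells, and its upper bound of 0.37 reaches the 0.33 of the list, so this cannot be told apart, although the sort excludes CD45, CD11b, CD31 and Sca1 and requires CD34 and integrin-α7, and the Schwann list is highest on *Slug*-/- replicate 1 (5.19) where the G2 and mitosis list is highest on *Slug*-/- replicate 3 (3.51). On *Slug*-/- replicate 2 the Schwann list (4.59) lies within the *Slug*+/+ arrays (4.53 to 4.61) while G2 and mitosis (3.16) lies above all of them, which is 1 array and excludes nothing. The 10 splits of the arrays are too few for a share under 0.05; the enrichment score was 2.77 for the genotypes and 2.46 at most in the others (1 split as large, the real one). A change of SC state with genotype was not tested and is a hypothesis.

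The rise of oxidative phosphorylation subunits was weighed in the same way. A shift that follows signal level is argued against by percentile 99.99 among matched random lists. For higher measurement of short, abundant transcripts, the ribosomal proteins had a median of 0.0915 and an upper bound of 0.17, below 0.27. That bound counts genes as independent, though the estimated correlation of the list was 0.18. The list's mean was 7.30 ± 0.14 in *Slug*+/+ and 7.35 ± 0.09 in *Slug*-/- SCs (SD, n = 3 each). The bound takes no account of this spread between arrays, so this explanation cannot be told apart. The paper states that RNA used for the arrays was above a set RNA integrity number, and its text gives no value for each sample. The 10 splits are too few for a share under 0.05; the score was 2.54, and 2.66 for the split that sets *Slug*+/+ replicate 3 with *Slug*-/- replicates 1 and 3 (2 splits as large, the real one included). A change of SC metabolism with genotype is a hypothesis, and the genotype difference itself is open, with an adjusted p = 0.454 with an estimated correlation and 0.366 with fry.

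The tree over all genes did not part the genotypes, for which noise of dim probe sets might be a cause. With only genes above the median signal, 1 array stood alone on the smaller side of the top split, although such noise predicted that the genotypes would part. The excess of the distance between genotypes rose from 0.00183 to 0.00516 in that setting, so this cause cannot be told apart. The test of the top split was planned. No biological explanation was tested.

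The 10 splits are also too few for the counts of genes and lists. Since another split has no higher genotype, its larger and smaller direction were set against the higher and lower genes. The larger direction held 130 genes for the genotypes and 159 at most in another split (3 splits as large, the real one included), the smaller 69 and 65 (1), genes past an adjusted p of 0.05 in limma 0 and 0 (10 splits, with 1286 at an unadjusted p under 0.05 for the genotypes), and lists called 13 and 22 (2). Another split put up to 1506 genes at an unadjusted p under 0.05.

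In the scan of 702 Reactome sets with fgsea, 167 were higher and 8 lower at an adjusted p under 0.05. Fgsea treats genes as independent, and on the 50 lists its 13 calls fell to 0 with an estimated correlation and to 0 with fry, so these counts carry the same limit.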
